# Regulation of the terminal maturation of iNKT cells by mediator complex subunit 23

**DOI:** 10.1038/s41467-018-06372-1

**Published:** 2018-09-24

**Authors:** Yu Xu, Yang Sun, Hao Shen, Yuling Dai, Haifeng Liu, Ronghong Li, Hongdao Zhang, Ligang Wu, Xiaoyan Zhu, Xiaolong Liu

## Abstract

Invariant natural killer T cells (iNKT cells) are a specific subset of T cells that recognize glycolipid antigens and upon activation rapidly exert effector functions. This unique function is established during iNKT cell development; the detailed mechanisms of this process, however, remain to be elucidated. Here the authors show that deletion of the mediator subunit Med23 in CD4^+^CD8^+^ double positive (DP) thymocytes completely blocks iNKT cell development at stage 2. This dysregulation is accompanied by a bias in the expression of genes related to the regulation of transcription and metabolism, and functional impairment of the cells including the loss of NK cell characteristics, reduced ability to secrete cytokines and attenuated recruitment capacity upon activation. Moreover, *Med23*-deficient iNKT cells exhibit impaired anti-tumor activity. Our study identifies Med23 as an essential transcriptional regulator that controls iNKT cell differentiation and terminal maturation.

## Abstract (web summary)

Invariant Natural Killer T cells (iNKT) rapidly exert effector functions upon activation, but the mechanisms of their functional maturation remain to be determined. Here, Xu and colleagues show that the mediator subunit Med23 is a transcriptional regulator controlling iNKT cell terminal maturation.

## Introduction

Invariant natural killer T (iNKT) cells are a distinct T cell lineage that expresses an invariant Vα14-Jα18 TCR in mice (Vα24-Jα18 in humans) combined with a limited TCRβ repertoire and surface markers that are typically associated with NK cells. iNKT cells recognize glycolipid antigens presented by the MHC class I-like molecule CD1d and are a functional bridge between the initial innate immune response and subsequent adaptive response^1^. Upon activation, iNKT cells play a protective or detrimental role in infectious and autoimmune diseases and mediate tumor surveillance by rapidly secreting copious levels of cytokines such as interferon-γ (IFN-γ) and interleukin 4 (IL-4) and activating diverse immune cells^2–5^. The chemically synthesized glycolipid α-galactosylceramide (α-GalCer) was originally isolated from a marine sponge and is a ligand for iNKT cells^6^. α-GalCer rapidly activates iNKT cells and exhibits potent anti-tumor activity against various types of tumor cells in mouse models of cancer such as the B16F10 melanoma lung metastasis mouse model^7,8^.

iNKT cells are mostly generated in the thymus from CD4^+^ CD8^+^ double-positive (DP) thymocytes, similar to the generation of conventional T cells. There are four distinct stages of iNKT cell development based on CD24, CD44 and NK1.1 expression on TCRαβ^+^ T cells that react with the CD1d tetramer loaded with the α-GalCer analog PBS57 (CD1d-PBS57)^1,9–12^. The earliest iNKT cell precursors (stage 0) are derived from DP thymocytes and are defined as CD24^high^CD44^lo^NK1.1^lo^. Subsequently, stage 0 cells downregulate the B cell differentiation marker CD24 and enter into a highly proliferative phase (stage 1; CD24^lo^CD44^lo^NK1.1^lo^). Stage 1 cells further upregulate expression of the activation and memory marker CD44 to become CD24^lo^CD44^hi^NK1.1^lo^ iNKT cells (stage 2) and then develop and differentiate to become fully mature iNKT cells (stage 3; CD24^lo^CD44^hi^NK1.1^hi^). This stage is accompanied by the expression of NK cell surface receptors such as NK1.1, CD94, and NKG2D^13^. This final transition requires TCR signaling mediated by CD1d and is often a point at which a block occurs during iNKT cell development^14^. Recently, based on distinctive functions and transcription factor expression, a novel classification of iNKT cells into NKT1, NKT2 and NKT17 cells was proposed, similar to the classification of effector T helper cells. NKT1 cells express T-bet and secrete IFN-γ primarily at stage 3; NKT2 cells express GATA3 and secrete IL-4 primarily at stage 2; and NKT17 cells express RORγt and produce interleukin 17 (IL-17) primarily at stage 2. These three subsets of iNKT cells are defined by intracellular staining for the transcription factors PLZF, T-bet, and RORγt^15,16^. However, the intrinsic relationship between the lineage diversification model and the linear stage model remains to be investigated.

The mediator, an evolutionarily conserved high-molecular-mass complex composed of more than 20 distinct subunits, plays an important role in the RNA polymerase II general transcriptional machinery and functions directly through RNA polymerase II to integrate and transduce regulatory information from enhancers to promoters performing various activities in transcription^17–19^. One of its subunits, Med23 (also known as Sur2), was originally identified as a target of the viral oncoprotein E1A and responds to a highly specialized signaling pathway^20–22^. Hence, Med23 plays distinct roles in diverse biological processes including carcinogenesis, DNA repair, and bone development^23–25^. Recently, we reported that Med23 contributes to setting the conventional T cell activation threshold by promoting the expression of negative regulators of T cell activation and prevents autoimmunity^26^.

Here, we find that loss of Med23 leads to decreased iNKT cell numbers and a complete block at stage 2 during iNKT cell development. To determine how Med23 regulates this process, we first compare the transcriptional and functional features of stage 2 and stage 3 iNKT cells from wild type (WT) mice and then investigate how these features change in the absence of Med23. We find that stage 3 iNKT cells, which express distinct transcriptomes, are able to upregulate surface makers typically associated with NK cells and rapidly secrete cytokines and chemokines upon stimulation compared with stage 2 iNKT cells. However, *Med23*-deficient iNKT cells fail to do so, even less than WT stage 2 iNKT cells. In particular, the anti-tumor activity of *Med23*-deficient iNKT cells is significantly attenuated. Overall, we identify Med23 as a critical regulator of the terminal maturation of iNKT cells.

## Results

### Med23 deficiency blocks iNKT cell development at stage 2

To study the roles of Med23 in conventional T cells, we generated Med23 conditional knockout (*Med23*^−/−^) mice (designated KO mice) driven by a CD4 promoter in which Med23 is efficiently and specifically deleted by the DP stage of T cell development^26^. Because most iNKT cells arise from DP thymocytes^9–12^, we further investigated whether Med23 regulates iNKT cell development. We determined the frequency and absolute number of iNKT cells from WT littermates and *Med23*^−/−^ mice by CD1d-PBS57 and TCRβ staining. The frequency and cellularity of iNKT cells in the thymi, spleens, and livers of *Med23*^−/−^ mice were significantly decreased compared with those in the WT controls (Fig. 1a, b and Supplementary Fig. 1a, b), which indicated that Med23 plays important roles in iNKT cell development. iNKT cell development requires an interaction between the semi-invariant TCR and CD1d and is highly dependent on SLAM signaling^1^. Our data indicated that Med23 deficiency in DP thymocytes impacted neither the rearrangement of TCR Vα14-Jα18 and CD1d expression (Supplementary Fig. 2a, c) nor the expression or transcription of the SLAM family of proteins (*Slamf1*, *Slamf6*, *Fyn* and *Sap*) (Supplementary Fig. 2a, b).

**Fig. 1:**
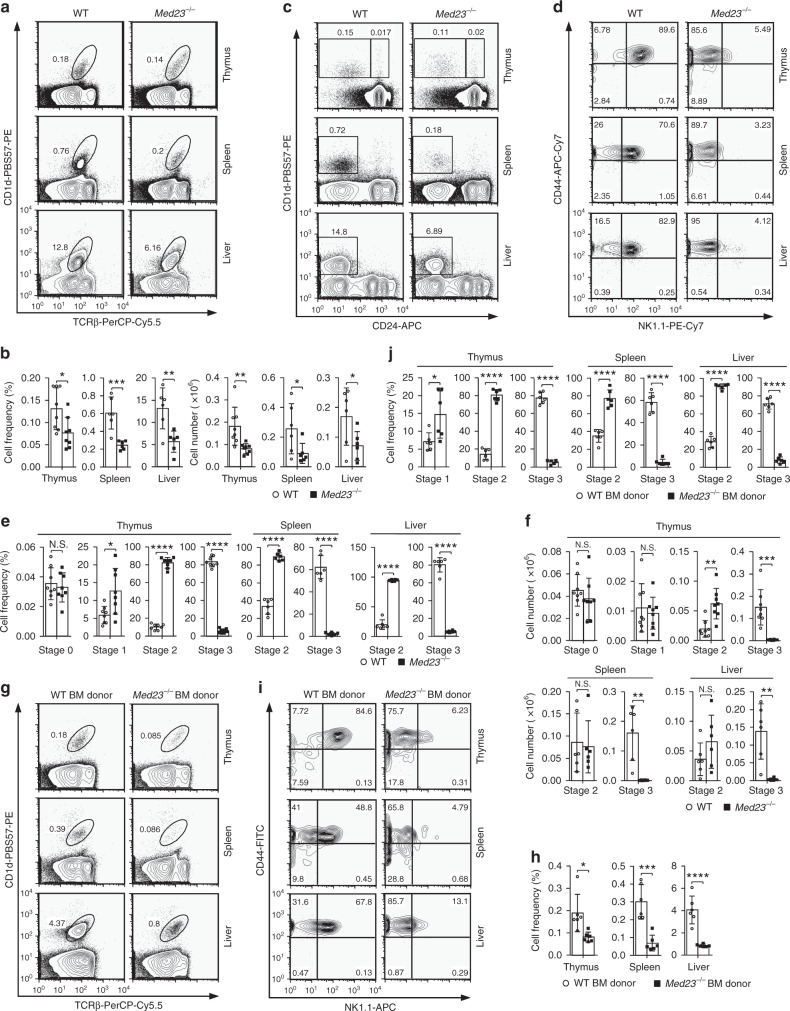
Deletion of *Med23* blocks stage 2 to stage 3 iNKT cell development. **a** Flow cytometric analysis of TCRβ^int^CD1d-PBS57^+^ cells in the thymi, spleens, and livers of five- to eight-week-old WT and *Med23*^−/−^ mice. **b** The percentage and number of iNKT cells in the thymi, spleens, and livers of WT and *Med23*^−/−^ mice (thymus, *n* = 8; spleen and liver, *n* = 6). **c**, **d** Dot plots showing the iNKT cell developmental stages of five- to eight-week-old WT and *Med23*^−/−^ mice. Stage 0 cells were gated as CD24^high^tetramer^+^ in the thymus (**c**). Gated CD24^low^tetramer^+^ cells in the thymi, spleens, and livers were analyzed further for CD44 and NK1.1 expression (**d**). **e**, **f** The frequency (**e**) and number (**f**) of iNKT cells at stage 0, stage 1, stage 2 and stage 3 in the thymi as well as stage 2 and stage 3 in the spleens and livers of five- to eight-week-old WT and *Med23*^−/−^ mice (thymus, *n* = 8; spleen and liver, *n* = 6). **g** Flow cytometric analysis of WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) iNKT cells from the thymi, spleens, and livers of Rag2 knockout recipient mice. **h** The frequency of WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) iNKT cells in the thymi, spleens, and livers of Rag2 knockout recipient mice (*n* = 6). **i** Flow cytometric analysis of CD44 and NK1.1 expression in WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) CD24^low^tetramer^+^ cells in the thymi, spleens, and livers of Rag2 knockout recipient mice. **j** The frequency of WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) iNKT cells at stage 1, stage 2, and stage 3 in the thymi and stage 2 and stage 3 in the spleens and livers of Rag2 knockout recipient mice (*n* = 6). The data are presented as the mean ± s.d. For all panels: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

These phenotypes inspired us to further examine the stage at which Med23 deficiency inhibits iNKT cell development. Although stage 0 iNKT cells did not appear to be impacted, *Med23*-deficient iNKT cells in the thymus, spleen, and liver failed to express NK1.1 to complete final maturation (Fig. 1c, d and Supplementary Fig. 1a, b). There was a significant increase in the percentage of iNKT cells at stage 2 and a severe decrease in the percentage of iNKT cells at stage 3, which indicated that the transition from stage 2 to stage 3 in iNKT cell development was severely affected, and the development of iNKT cells was completely blocked at stage 2 in *Med23*-deficient mice. Nevertheless, this block did not increase the number of splenic and liver stage 2 cells (Fig. 1e, f). To determine whether the lack of stage 3 cells was attributable to impaired NK1.1 expression in the absence of Med23, we bred conditional *Med23*^fl/fl^ mice (with a mixed genetic background of C57BL/6:Sv129) with the *Vav1*-*Cre* strain, generating a *Med23* deletion in the hematopoietic system. The expression of NK1.1 in NK cells was similar to that in WT controls (Supplementary Fig. 3), suggesting that Med23 did not directly regulate NK1.1 expression.

We further examined whether the blocked development of iNKT cells in *Med23*^−/−^ mice was due to a mechanism intrinsic to the cells by transferring a 1:1 mixture of bone marrow cells from WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) mice into irradiated Rag2 knockout recipient mice and analyzing iNKT cell development 2 months later. Analysis of these chimeras showed that *Med23*^−/−^ iNKT cells did not reconstitute efficiently, and their development was blocked at stage 2, whereas WT iNKT cells in the same recipients developed normally (Fig. 1g–j). These data indicated a cell-intrinsic role for Med23 in controlling iNKT cell development.

### Loss of Med23 impairs iNKT cell functional differentiation

To determine whether Med23 deficiency affects iNKT cell function, we stained iNKT cells intracellularly with antibodies against PLZF, T-bet, and RORγt. Compared with WT mice, *Med23*^−/−^ mice had a higher frequency of NKT2 cells and fewer NKT1 cells and NKT17 cells. In thymic iNKT cells, we observed a similar tendency of the absolute number (Fig. 2a–c and Supplementary Fig. 1c).

**Fig. 2:**
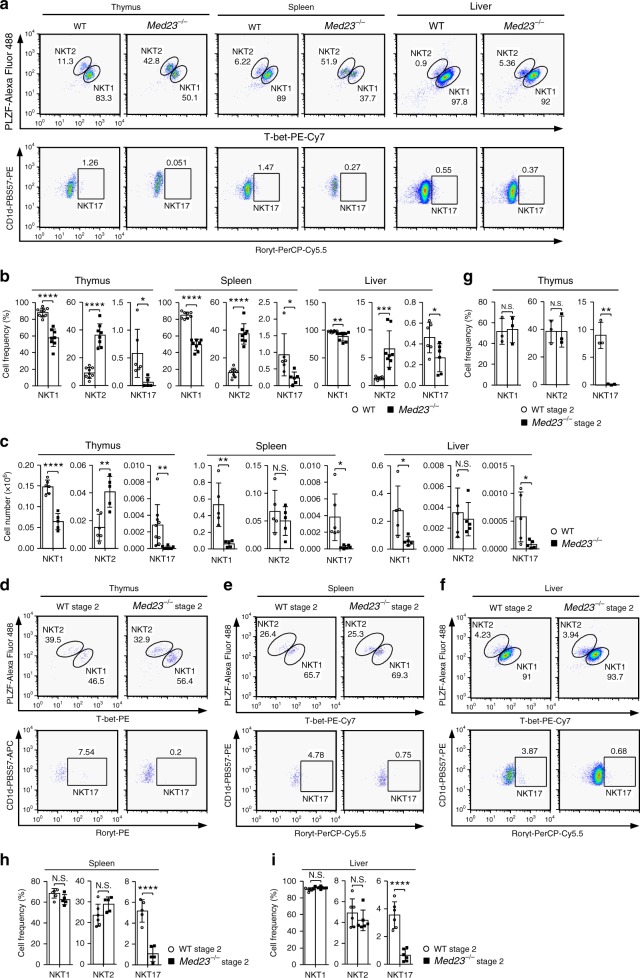
*Med23*-deficient iNKT cells have impaired functional differentiation. **a** Representative dot plots of NKT1, NKT2, and NKT17 cells in the thymi, spleens, and livers of five- to eight-week-old WT and *Med23*^−/−^ mice. **b** The percentage of NKT1, NKT2, and NKT17 cells in the thymi, spleens, and livers of WT and *Med23*^−/−^ mice (thymic NKT1 and NKT2, WT, *n* = 9, KO, *n* = 8; thymic NKT17, WT, *n* = 6, KO, *n* = 5; splenic and liver NKT1 and NKT2, *n* = 8; splenic and liver NKT17, *n* = 6). **c** The absolute number of NKT1, NKT2, and NKT17 cells in the thymi, spleens, and livers of WT and *Med23*^−/−^ mice (thymic NKT1 and NKT2, WT, *n* = 6, KO, *n* = 5; thymic NKT17, WT, *n* = 9, KO, *n* = 8; splenic NKT1 and NKT2, *n* = 5; splenic NKT17, *n* = 6; liver, *n* = 5). **d**–**f** Flow cytometric analysis of NKT1, NKT2, and NKT17 cells in stage 2 cells in the thymi (**d**), spleens (**e**) and livers (**f**) of five- to eight-week-old WT and *Med23*^−/−^ mice. **g**–**i** Representative frequency of NKT1, NKT2, and NKT17 cells in stage 2 cells in the thymi (**g**), spleens (**h**) and livers (**i**) of WT and *Med23*^−/−^ mice (thymus, *n* = 3; splenic NKT1 and NKT2, WT, *n* = 6, KO, *n* = 5; splenic NKT17, *n* = 5; liver, *n* = 6). The data are presented as the mean ± s.d. For all panels: *P *<* 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

Considering the block in iNKT cell development in *Med23*^−/−^ mice, we further surveyed the functional differentiation of stage 2 iNKT cells. *Med23*^−/−^ stage 2 cells had similar frequencies of NKT1 and NKT2 cells and a dramatically lower frequency of NKT17 cells compared with WT control cells (Fig. 2d–i). The frequency of NKT17 cells was lowest among thymic, splenic, and liver WT stage 2 iNKT cells (Fig. 2g–i), suggesting that Med23 did not impact the main functional subsets in stage 2 cells but regulated the generation of NKT17 cells. This differentiation bias was probably a result of higher ThPOK expression in *Med23*^−/−^ stage 2 iNKT cells (Supplementary Fig. 4), consistent with previously published data^27,28^. Moreover, NKT2 cells, which are the primary population of stage 2 cells, include the population which does not produce IL-4 in the steady state and can develop into NKT1 cells in thymi and spleens^15^, and no stage 3 NKT1 cells are present in *Med23*-deficient mice. We therefore concluded that the functional differentiation of iNKT cells is impaired in the absence of Med23.

### Med23 controls iNKT cell development partially by c-Jun

Previous study have shown that interleukin 15 (IL-15) plays an important role in the transition from stage 2 to stage 3 and regulates iNKT cell survival^12,29,30^. Our data indicated that Med23 deficiency did not impair either IL-15 receptor α (IL-15Rα) expression or the levels of apoptosis in stage 2 iNKT cells (Supplementary Fig. 5a-c). Considering that the expression of Med23 gradually increased during the stage 1 to stage 3 transition (Fig. 3a) and that Med23 deficiency completely blocked the transition from stage 2 to stage 3 in *Med23*^−/−^ iNKT cells (Fig. 1d–f), we speculated that Med23 plays a more important role in the transition from stage 2 to stage 3. Hence, we further investigated how Med23 regulated this process. To this end, we compared the transcription-related gene expression in WT stage 2 and stage 3 cells and found that each cell type had distinct characteristics, suggesting that transcriptional regulation was involved in this final transition. 

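RNA from WT stage 2 and WT stage 3 iNKT cells, sorted from the thymus, was sequenced in 3 libraries per stage. Libraries were made with a stranded total RNA kit for small inputs, which also captures RNA without a poly(A) tail. The authors aligned the reads to the mouse genome build mm10, used only reads that hit no more than a pair of genomic loci, and quantified genes of the GENCODE vM12 annotation with StringTie. They deposited 1 table of FPKM, the fragments on a gene scaled for its transcript length and for the mapped reads, for 21883 genes. No read counts were used here, so the depth of each library is unknown and no counting interval is given. Between 15584 and 17151 genes lay above an FPKM of 0 in a WT library, with a median of 16219 for WT stage 2 and 16290 for WT stage 3. A single short gene model, Gm23935 on chromosome 16 (11144125 to 11144181, mm10), annotated as a microRNA, took between 62.9% and 69.8% of the summed FPKM of each WT library. For the present comparison, limma was fitted to log2(FPKM + 1) of the 20689 genes with an FPKM above 0 in at least 1 of the 6 WT libraries. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. An exact permutation test of 3 libraries against 3 cannot give a p below 0.10, so single genes were tested with limma, which shares the spread across genes.

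Fig. 3b labels 45 transcription-related genes as higher and 46 as lower in stage 3. All 91 changed in the direction shown (87 without WT stage 2 replicate 1), with log2 fold changes from 0.27 to 2.93 in the first set and from -3.05 to -0.21 in the second. A fold change of at least 2 together with an unadjusted limma p of at most 0.05 was reached by 51 of them, 18 higher and 33 lower. By Benjamini-Hochberg adjusted p of at most 0.05, 37 passed over all genes tested and 74 adjusted over the list alone. The former fell to between 1 (without WT stage 3 replicate 3, or without WT stage 2 replicate 3) and 13 (without WT stage 2 replicate 2) when 1 library was left out, was 1 with the replicate number as a block, and fell to 0 in an ordinary linear model per gene with a library-size covariate, after Ballgown. The count adjusted over the list is not independent evidence, since the study chose the list on these samples. The alternative that moved the count past the fold and p thresholds most was the same Ballgown-style model, under which 88 of the 91 genes passed the fold and p thresholds. From the distinct expression of these genes in the 2 stages, the paper proposes that transcriptional regulation takes part in the final transition.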

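*Fosl2* (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) rose from 4.40 ± 1.07 FPKM (SD, n = 3) in WT stage 2 to 11.7 ± 2.38 FPKM (SD, n = 3) in WT stage 3, a log2 fold change of 1.24 (standard error 0.22, limma adjusted p = 0.0646). With each library left out in turn its log2 fold change stayed between 1.07 and 1.40. *Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) had an FPKM of 0.863 ± 0.361 (SD, n = 3) in stage 2 and 2.61 ± 0.339 (SD, n = 3) in stage 3. Its log2 fold change was 0.97 (standard error 0.25, limma adjusted p = 0.15) and rose to 1.65 with a pseudocount of 0.01 in place of 1. *Foxo4* (ENSMUSG00000042903, chromosome X, 101254528 to 101260873) differed less, with 3.79 ± 1.23 FPKM (SD, n = 3) in stage 2 and 5.52 ± 0.517 FPKM (SD, n = 3) in stage 3, a log2 fold change of 0.48 (standard error 0.25, limma adjusted p = 0.483). All 3 genes were higher in every stage 3 library than in every stage 2 library. *Fosl2* alone passed the fold and p thresholds in the limma fit, and *Foxo4* did so only in the Ballgown-style model, with a log2 fold change of 1.02.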

Notably, this transition upregulated a series of transcriptional factors associated with Med23, like *Fosl2*, a member of the AP-1 family that is dysregulated when Med23 is mutated in humans;^22^ *Foxo4*, a member of the FOXO family that has existing functional interactions with Med23;^31^ and *Runx2*, whose transcriptional activity is modulated by Med23 during osteogenesis^24^ (Fig. 3b). To study whether Med23 mediates the final transition from stage 2 to stage 3 via these genes, we used *Fosl2* as a template and measured gene expression, including that of AP-1 transcription factors. 

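Fig. 3c covers 7 AP-1 genes, of which 6 had a higher mean in WT stage 3 than in WT stage 2. As a set they were higher in stage 3 by a mean log2 fold change of 0.65 (limma camera with an inter-gene correlation of 0.01, adjusted p = 0.000156 over the 4 lists tested in this comparison). The set also passed under fry (adjusted p = 0.00767) and with an estimated correlation (adjusted p = 0.0489), and the adjusted p ranged from 7.86e-06 to 0.0489 over all alternatives. However, 2 of the 10 splits of the 6 libraries into groups of 3 gave a result as large. One other split had an unadjusted limma camera p of 1.65e-05, against 0.000117 for the real one. The set is also not independent evidence, since it holds *Fosl2*, which the study picked out on these samples. The gene with the smallest standard error was *Jund* (ENSMUSG00000071076, chromosome 8, 70698949 to 70700616), at 105 ± 3.94 FPKM (SD, n = 3) in stage 2 and 168 ± 4.28 FPKM (SD, n = 3) in stage 3, a log2 fold change of 0.67 (standard error 0.07, limma adjusted p = 0.0201). *Junb* (chromosome 8, 84974484 to 84978718) had a log2 fold change of 0.55 (standard error 0.23, limma adjusted p = 0.397) with no overlap between the stages. *Jun*, *Fos* and *Fosb* overlapped between the stages. *Jun* (chromosome 4, 95049034 to 95052222) measured 33.4 ± 10.9 FPKM (SD, n = 3) in stage 2 and 44.3 ± 3.79 FPKM (SD, n = 3) in stage 3 (limma adjusted p = 0.487). *Fos* (chromosome 12, 85473890 to 85477273) measured 12.2 ± 3.13 and 22.0 ± 11.2 FPKM (SD, n = 3 each; limma adjusted p = 0.544), and *Fosb* (chromosome 7, 19302696 to 19310051) 3.07 ± 1.98 and 8.46 ± 6.02 FPKM (SD, n = 3 each; limma adjusted p = 0.538). *Batf* (chromosome 12, 85686669 to 85709087) was the 1 gene with a lower mean in stage 3, with a log2 fold change of -0.12 (standard error 0.31, limma adjusted p = 0.883). Its direction was not stable: the value was 0.56 in the Ballgown-style model and 0.13 without WT stage 2 replicate 2.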

We observed diverse gene expression between WT stage 2 and stage 3 iNKT cells (Fig. 3c). Moreover, c-Jun, a critical component of AP-1 combined with c-Fos, exhibited decreased expression in stage 2 *Med23*^−/−^ iNKT cells compared with that in WT stage 2 and stage 3 cells (Fig. 3d). We retrovirally expressed c-Jun in *Med23*-deficient iNKT cells and observed that its ectopic expression partially restored the stage 2 to stage 3 transition of *Med23*^−/−^ iNKT cells (Fig. 3e, f).

**Fig. 3:**
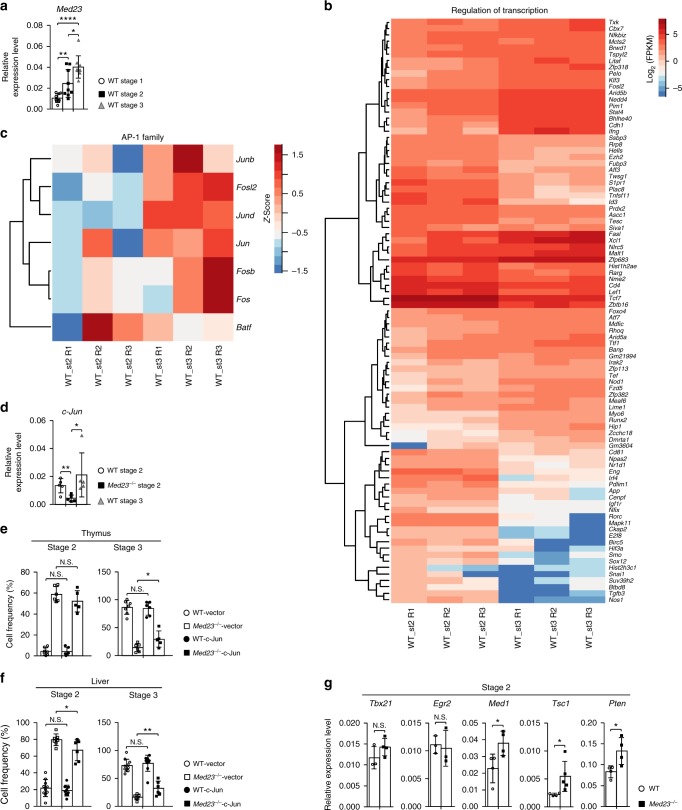
Ectopic expression of c-Jun partially rescues the development of *Med23*^−/−^ iNKT cells. **a** Quantitative RT-PCR analysis of *Med23* mRNA levels in WT thymic iNKT cells at stage 1, stage 2, and stage 3 as sorted by flow cytometry (*n* = 9). **b** The expression of representative genes with known transcriptional regulation between WT stage 2 and stage 3 iNKT cells (fold change ≥ 2 and *p*-value ≤ 0.05). **c** The expression of genes included in the AP-1 pathway in WT thymic iNKT cells at stage 2 and stage 3. Absolute expression values were transformed into *Z* scores before visualization. **d** *c-Jun* transcriptional levels in thymic iNKT cells at stage 2 and stage 3 from WT mice and stage 2 from *Med23*^−/−^ mice (*n* = 5). **e** The percentage of iNKT cells at stage 2 and stage 3 in the thymi of active c-Jun- or vector-transduced BM chimeric mice (WT-vector, *n* = 7; KO-vector, *n* = 6; WT-c-Jun, *n* = 6; KO-c-Jun, *n* = 5). **f** The percentage of iNKT cells at stage 2 and stage 3 in the livers of active c-Jun- or vector-transduced BM chimeric mice (WT-vector, *n* = 10; KO-vector, *n* = 7; WT-c-Jun, *n* = 9; KO-c-Jun, *n* = 6). **g** Quantitative RT-PCR analysis of representative genes with known regulation in the transition from stage 2 to stage 3 (*Tbx21*, *Egr2*, *Med1*, *Tsc1*, *Pten*) in sorted thymic stage 2 iNKT cells from WT mice and *Med23*^−/−^ mice (*Tbx21*, WT, *n* = 3, KO, *n* = 4; *Egr2*, *n* = 3; *Med1* and *Pten*, *n* = 4; *Tsc1*, WT, *n* = 4, KO, *n* = 5). All expression levels (**a, d, g**) were normalized to *Gapdh* expression. The data are presented as the mean ± s.d. For all panels: *P < 0.05; **P < 0.01; ****P < 0.0001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

Previous studies from other labs investigating the regulation of the transition of iNKT cells have focused on transcription factors and metabolism regulators. We also analyzed the expression of transcriptional and metabolic regulators in stage 2 WT and *Med23*^−/−^ iNKT cells, including *Tbx21*^32^, *Egr2*^33^, *Med1*^34^, *Tsc1*^35^, and *Pten*^36^. Stage 2 *Med23*^−/−^ iNKT cells had aberrantly high *Med1, Tsc1*, and *Pten* expression compared with that observed in stage 2 WT iNKT cells (Fig. 3g), indicating that Med23 influenced the transcription of certain important regulators in the transition from stage 2 to stage 3. To further confirm our conclusion, we compared the transcriptome of *Med23*^−/−^ stage 2 cells with that of WT controls. 

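*Med23*-deficient stage 2 iNKT cells from the thymus were sequenced in 3 libraries and set against the 3 WT stage 2 libraries. Between 15807 and 17333 genes lay above an FPKM of 0 in the *Med23*-deficient libraries, with a median of 15997, and *Gm23935* took between 62.2% and 71.9% of their summed FPKM. *Med23* (ENSMUSG00000019984, chromosome 10, 24869986 to 24913681) was listed at 4.80, 3.60 and 3.92 FPKM in the *Med23*-deficient libraries and at 5.51, 5.15 and 6.74 FPKM in the WT stage 2 libraries. Every *Med23*-deficient value lay below every WT stage 2 value, with a log2 fold change of -0.41 (standard error 0.18, limma adjusted p = 0.552). The FPKM of a gene pools all of its exons, so it does not show whether the deleted part of *Med23* was transcribed.

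Of 20674 genes tested, 437 had a fold change of at least 2 and an unadjusted limma p of at most 0.05, with 165 higher and 272 lower in the *Med23*-deficient cells. An adjusted p of at most 0.05 was reached by 44 genes, 14 higher and 30 lower. The split depended on the scaling: 37.8% of the 437 genes were higher with FPKM as deposited, against 26.0% of the genes called after rescaling every library to the same sum of FPKM (the TPM scale), 44.3% after scaling to a common upper quartile, 45.9% after a correction for GC content and transcript length, chosen after seeing the data, and 51.8% in the Ballgown-style model. For the genes past the adjusted p, the share that was higher was 31.8% with FPKM as deposited, 14.3% on the TPM scale, 36.5% after the GC and length correction and 40.4% after upper-quartile scaling. A pseudocount of 0.01 moved the first count most, to 974 genes, and without WT stage 2 replicate 2 only 1 gene kept an adjusted p of at most 0.05. The groups did not overlap for 14.0% of the genes tested, where chance gives 10%.

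The largest decreases belonged to genes of the gamma T cell receptor locus on chromosome 13. *Trgv2* (ENSMUSG00000076754, 19336573 to 19337167) fell from 93.6 ± 20.9 FPKM (SD, n = 3) in WT to 0, 0 and 0.34 FPKM in the *Med23*-deficient libraries, a log2 fold change of -6.40 (standard error 0.22, limma adjusted p = 0.00193). *Tcrg-C2* (ENSMUSG00000076752, 19304649 to 19307551) fell from 126 ± 7.47 to 0.707 ± 0.676 FPKM (SD, n = 3 each; limma adjusted p = 0.00333). *Tcrg-C1* (ENSMUSG00000076749, 19214103 to 19217024) fell from 112 ± 13.4 to 3.20 ± 2.32 FPKM (SD, n = 3 each), a log2 fold change of -4.92 (standard error 0.45, limma adjusted p = 0.0304). *Tcrg-V4* (19184974 to 19185506) and the histone gene *Hist1h1b* (chromosome 13, 21779883 to 21780625) followed with log2 fold changes of -4.23 (limma adjusted p = 0.0253) and -4.44 (limma adjusted p = 0.0415). Among the increases, *Sp6* (ENSMUSG00000038560, chromosome 11, 97013394 to 97024734) rose from 0.917 ± 0.636 to 14.9 ± 2.25 FPKM (SD, n = 3 each), a log2 fold change of 3.09 (standard error 0.29, limma adjusted p = 0.0309). *Grm4* (chromosome 17, 27422387 to 27513341), listed at 0, 0.27 and 0.28 FPKM in WT stage 2 and at 6.87, 6.31 and 5.34 FPKM in the *Med23*-deficient libraries, and *Ptpn13* (chromosome 5, 103425192 to 103598303) had log2 fold changes of 2.60 (limma adjusted p = 0.0312) and 2.18 (limma adjusted p = 0.0367). *Mmp9* (chromosome 2, 164940780 to 164955850) was listed at 0 in all 3 WT stage 2 libraries and at 5.84, 7.09 and 3.95 FPKM in the *Med23*-deficient libraries, and the microRNA gene *Mir7052* (chromosome 7, 44470347 to 44470411) at 0 in the former and 3.52, 5.89 and 4.00 FPKM in the latter. Of the genes named here as largest changes, only *Trgv2* kept an adjusted p of at most 0.05 whichever library was left out, with a highest value of 0.0354. With the replicate number as a block, 0 genes reached that level, so *Trgv2* did not keep it there. The Ballgown-style model gave 1 gene at that level, which was not among the 44 of the main fit.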

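Histone genes were the 1 family tested for its share among the genes that differed between *Med23*-deficient and WT stage 2 cells. Of the 67 histone genes that reached an FPKM of 1 in at least 1 of the 6 libraries, 39 passed the fold and p thresholds, an odds ratio of 48.1 against all genes reaching that level (2-sided Fisher's exact test, p = 4.86e-42), and all 39 were lower in the *Med23*-deficient cells. Over 19 alternatives the odds ratio stayed between 23.5 and 78.3. The Reactome nucleosome assembly set gave an odds ratio of 0, and none of its 25 genes in the table belongs to the histone list. Taken as a set, 64 of 68 tested histone genes were lower, with a median log2 fold change of -1.39 (limma camera, adjusted p = 8.47e-34 over the 6 lists tested). A list of 34 chromatin assembly factors was also lower, with 28 of 34 genes lower and a mean log2 fold change of -0.36 (limma camera, adjusted p = 5.83e-07). Both lists also passed under fry (adjusted p = 0.000635 and 0.00293) and with an estimated correlation (adjusted p = 0.00761 and 0.04). Single histone genes were less certain, and 7 of them had an adjusted p of at most 0.05 over all genes. *Hist1h2ae* (ENSMUSG00000069272, chromosome 13, 23570662 to 23571121) fell from 21.8 ± 5.58 FPKM (SD, n = 3) in WT to 1.27 ± 0.528 FPKM (SD, n = 3), a log2 fold change of -3.33 (standard error 0.27, limma adjusted p = 0.0301). *Hist1h2bn* (ENSMUSG00000095217, chromosome 13, 21754123 to 21754503) fell from 42.8 ± 20.5 to 4.07 ± 1.86 FPKM (SD, n = 3 each; limma adjusted p = 0.0774). *Hist2h2bb* (ENSMUSG00000105827, chromosome 3, 96269752 to 96270132) had 161 ± 29.9 FPKM (SD, n = 3) in WT and 73.9 ± 15.7 FPKM (SD, n = 3) in *Med23*-deficient cells, a log2 fold change of -1.12 (standard error 0.19, limma adjusted p = 0.12). On chromosome 13, 53 of 54 histone genes were lower (median -1.75), and on chromosome 3, 9 of 10 were lower (median -0.66). Histone genes are near-identical copies of one another, so reads shared between them make the value of any single one uncertain. For the same reason they are not independent units in the tests of the family. Other splits of the 6 libraries gave a Fisher's exact test p as low as 4.26e-06 for the histone genes. Their limma camera p was as low as 1.47e-12, so the size of these p-values cannot be taken at face value. The values alone do not separate a change in histone genes or assembly factors from a change in the share of dividing cells. A list of 20 cell division genes was lower too (limma camera, adjusted p = 1.23e-18). Between *Med23*-deficient and WT stage 3 libraries, the cell division list did not differ (limma camera, adjusted p = 0.669). Nor did the assembly factors, with a mean log2 fold change of 0.01 (limma camera, adjusted p = 0.775).

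**Figure D1:**
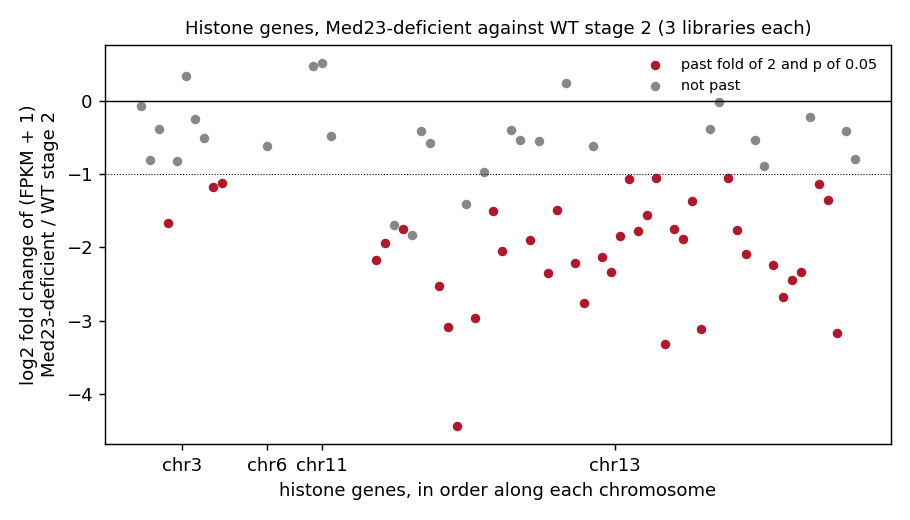
Log2 fold change of (FPKM + 1) of each tested histone gene between 3 *Med23*-deficient and 3 WT stage 2 libraries (vertical axis), with the genes in order along chromosomes 3, 6, 11 and 13 (horizontal axis). Red points passed a fold change of 2 and an unadjusted limma p of 0.05, grey points did not, and the dotted line marks a log2 fold change of -1; 64 of the 68 points lie below 0.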

Pathway-enrichment analysis of differentially expressed genes revealed that some genes related to chromosome assembly had different expression levels in WT and *Med23*^−/−^ stage 2 iNKT cells (Supplementary Fig. 6). Overall, the expression bias of a series of regulators may give rise to a block in the development of *Med23*^−/−^ iNKT cells, and we demonstrated that this block was partially caused by the disruption of AP-1 activity.

### The functional characteristics of stage 2 and stage 3 cells

The loss of Med23 led to a block in the development of iNKT cells at stage 2, which encouraged us to investigate how Med23 regulates the functional maturation of iNKT cells from stage 2 to stage 3. First, we compared the biological signatures of stage 2 and stage 3 cells from WT mice because stage 3 cells were absent in *Med23*^−/−^ mice. 

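Of the 20689 genes tested between WT stage 3 and WT stage 2, 745 had a fold change of at least 2 and an unadjusted limma p of at most 0.05, with 351 higher and 394 lower in stage 3. An adjusted p of at most 0.05 was reached by 346 genes, 157 higher and 189 lower, and an unadjusted p of at most 0.05 by 2738. The groups did not overlap for 17.8% of the genes tested, against the 10% expected from chance. With a pseudocount of 0.01 the number past the fold and p thresholds rose to 1452, the largest move of that count. The number past the adjusted p was moved most by the Ballgown-style model, to 5, and fell to between 22 and 137 when 1 of the 6 libraries was left out. With the replicate number as a block it was 19.

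Among the largest increases in stage 3 were the Ly49 receptor genes *Klra5* (ENSMUSG00000030173, chromosome 6, 129898996 to 129917650) and *Klra9* (ENSMUSG00000033024, chromosome 6, 130178675 to 130193112). *Klra5* rose from 0.567 ± 0.427 to 41.8 ± 9.74 FPKM (SD, n = 3 each), a log2 fold change of 4.78 (standard error 0.26, limma adjusted p = 0.00368), and *Klra9* from 10.6 ± 2.88 to 269 ± 75.3 FPKM (SD, n = 3 each), a log2 fold change of 4.54 (standard error 0.26, limma adjusted p = 0.00406). *Klra10* (chromosome 6, 130269194 to 130281928) had a log2 fold change of 3.98 (standard error 0.17, limma adjusted p = 0.00368). The *Klra* genes are near-identical copies, so their reads can have been split between them and each single value is uncertain. *Fcer1g* (ENSMUSG00000058715, chromosome 1, 171229572 to 171234365) was listed at 0.3, 0 and 1.48 FPKM in stage 2 and rose to 36.9 ± 5.65 FPKM (SD, n = 3; limma adjusted p = 0.00843), and *Gzma* (ENSMUSG00000023132, chromosome 13, 113093825 to 113100979) was listed at 0, 0 and 1.5 FPKM in stage 2 and rose to 29.5 ± 11.9 FPKM (SD, n = 3; limma adjusted p = 0.019). In the other direction, *Igfbp4* (ENSMUSG00000017493, chromosome 11, 99041244 to 99054392) fell from 20.8 ± 6.33 FPKM (SD, n = 3) to 0.35, 0.18 and 0 FPKM in stage 3, a log2 fold change of -4.19 (standard error 0.27, limma adjusted p = 0.00584). The neighbouring genes *Chdh* (chromosome 14, 30009023 to 30040466) and *Il17rb* (chromosome 14, 29996141 to 30008896) fell with log2 fold changes of -4.07 (limma adjusted p = 0.00368) and -3.78 (limma adjusted p = 0.0186). *Emb* (chromosome 13, 117220625 to 117274098), listed at 17.15, 11.27 and 20.23 FPKM in stage 2 and at 0, 0.22 and 0 FPKM in stage 3, and *Nrgn* (chromosome 9, 37544492 to 37552904) had log2 fold changes of -3.97 (limma adjusted p = 0.00651) and -3.76 (limma adjusted p = 0.0237).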

Pathway-enrichment analysis of differentially expressed genes revealed that many categories related to the immune process exhibited dramatic changes (Fig. 4a). These results prompted us to explore the functional differences between stage 2 and stage 3 cells. 

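The Gene Ontology terms behind Fig. 4a were not used here. Families of immune gene symbols (interleukins, chemokines, interferons, the tumour necrosis factor family, killer cell receptors and the like) stood in for them. In the WT comparison, 72 of 215 such genes with an FPKM of at least 1 in some library passed the fold and p thresholds, against 745 of 14226 genes in all, an odds ratio of 9.98 (2-sided Fisher's exact test, p = 4.06e-39). The broader Reactome Immune System set gave the lowest odds ratio, 2.07 (Fisher's exact test, p = 3.11e-06), and over the 19 other alternatives it lay between 7.42 and 11.6. The families hold NK cell receptor genes, 18 of which were tested as a set of their own. Of these, 17 were higher in stage 3, with a mean log2 fold change of 2.30 (limma camera, adjusted p = 4.25e-21, and 4.37e-06 under fry and 0.00196 with an estimated correlation). In the set, 11 genes had an adjusted p of at most 0.05 over all genes. The set held 8 activating receptor genes, 7 of them higher with a median log2 fold change of 2.22, and 10 inhibiting receptor genes, all 10 higher with a median of 3.02. *Klrk1* (ENSMUSG00000030149, chromosome 6, 129610323 to 129623864), which encodes NKG2D, rose from 1.45 ± 0.304 to 24.9 ± 6.41 FPKM (SD, n = 3 each), a log2 fold change of 3.37 (standard error 0.23, limma adjusted p = 0.00665). *Klrd1* (ENSMUSG00000030165, chromosome 6, 129591782 to 129598775), which encodes CD94, rose from 9.49 ± 4.27 to 74.7 ± 5.41 FPKM (SD, n = 3 each), a log2 fold change of 2.95 (standard error 0.34, limma adjusted p = 0.023). *Klra7* (chromosome 6, 130218605 to 130233322), which encodes Ly-49G2 and can share reads with its copies, was listed at 0, 0.33 and 2.3 FPKM in stage 2 and at 13.54, 12.61 and 12.55 FPKM in stage 3 and had a log2 fold change of 3.09 (standard error 0.45, limma adjusted p = 0.0412). *Klrb1c* (ENSMUSG00000030325, chromosome 6, 128778485 to 128789215), which encodes the sorting marker NK1.1, rose from 16.7 ± 9.30 to 75 ± 19 FPKM (SD, n = 3 each), a log2 fold change of 2.22 (standard error 0.43, limma adjusted p = 0.0786).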

Similar to a previous study^37^, stage 3 cells had increased levels of not only activating but also inhibiting NK cell surface receptors (Supplementary Fig. 7a). However, *Med23*-deficient stage 2 iNKT cells, which did not exhibit NK cell characteristics, failed to express functional receptors of NK cells such as NK1.1, NKG2D, CD94, and Ly-49G2^38–41^ (Supplementary Fig. 7b).

**Fig. 4:**
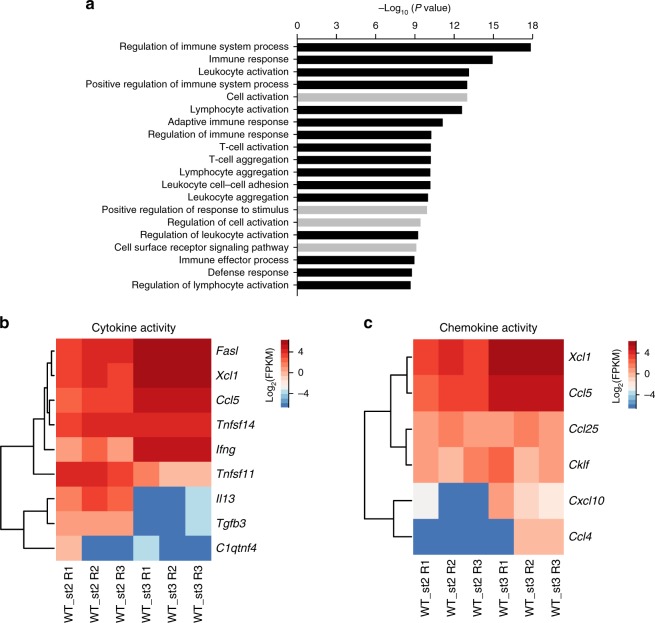
Gene expression profiles of thymic WT stage 2 and stage 3 cells. **a** Pathway enrichment analysis of differentially expressed genes (modified Fisher’s exact *p*-value < 0.05) in thymic stage 2 and stage 3 iNKT cells from WT mice (black: categories related to immune process). **b** Differential expression of representative genes with known cytokine activity between WT iNKT cells at stage 2 and stage 3 (fold change ≥ 2 and *p*-value ≤ 0.05). **c** Heat map of chemokine activity-related gene expression in stage 2 and stage 3 iNKT cells from WT mice. All data are combined from at least three independent experiments

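Fig. 4b labels 9 genes with cytokine activity, and all 9 differed between WT stage 3 and WT stage 2 in the direction drawn. A fold change of at least 2 with an unadjusted limma p of at most 0.05 was reached by 7 of them, *Fasl*, *Xcl1*, *Ccl5*, *Ifng*, *Tnfsf11*, *Il13* and *Tgfb3*, and the same 7 had an adjusted p of at most 0.05 over all genes. That number over all genes fell to 2 on the TPM scale, to 1 with the replicate number as a block, to 0 in the Ballgown-style model and to between 0 and 3 (without WT stage 2 replicate 1) when 1 library was left out, while 7 genes passed the fold and p thresholds in each of these fits. With p adjusted over the list alone, 8 genes passed, which is not independent evidence because the list was chosen on these samples. *Tnfsf14* (ENSMUSG00000005824, chromosome 17, 57189492 to 57194189) rose from 12.0 ± 2.65 to 18.4 ± 1.5 FPKM (SD, n = 3 each), a log2 fold change of 0.59 (standard error 0.18, limma adjusted p = 0.214). *C1qtnf4* (ENSMUSG00000040794, chromosome 2, 90885860 to 90890525) was listed at 0.92, 0 and 0 FPKM in stage 2 and at 0.08, 0 and 0 FPKM in stage 3 (limma adjusted p = 0.676), so 1 library carries its difference, and without WT stage 2 replicate 1 the log2 fold change was 0.04. Neither gene passed the fold and p thresholds in any alternative.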

We analyzed the genes encoding cytokine activity that were distinctive between stage 2 and stage 3 cells (Fig. 4b). 

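*Fasl* (ENSMUSG00000000817, chromosome 1, 161780689 to 161788495) measured 15.3 ± 5.22 FPKM (SD, n = 3) in WT stage 2 and 59.1 ± 9.30 FPKM (SD, n = 3) in WT stage 3. The log2 fold change was 1.93 (standard error 0.28, limma adjusted p = 0.0399), and every stage 3 library lay above every stage 2 library. With 1 library left out it stayed between 1.63 and 2.10, while the adjusted p rose as high as 0.133.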

The expression of *Fasl*, which induces cell apoptosis with the Fas receptor and is important for the killing role of cytotoxic T cells, was higher in stage 3 cells than in stage 2 cells^42^. Stage 3 cells also had higher expression of *Ifng*, which participates in immune responses against viruses, intracellular bacteria and tumors^43^, and *Tnfsf11*, which enhances the capacity of dendritic cells to stimulate naïve T cell proliferation^44^. By contrast, stage 2 cells expressed *Il13*, whose aberrant secretion is associated with the pathogenesis of allergic disorders^45^, and *Tgfb3*, which regulates the formation of normal and cleft palates^46^. 

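*Ifng* (ENSMUSG00000055170, chromosome 10, 118441047 to 118445892) rose from 3.31 ± 2.23 FPKM (SD, n = 3) in WT stage 2 to 30.4 ± 10.4 FPKM (SD, n = 3) in WT stage 3, a log2 fold change of 2.93 (standard error 0.40, limma adjusted p = 0.0343). Left-out libraries moved this value between 2.68 and 3.33, with an adjusted p of up to 0.112. *Tnfsf11* (ENSMUSG00000022015, chromosome 14, 78277445 to 78308043) measured 13.2 ± 4.57 FPKM (SD, n = 3) in stage 2 and 1.43 ± 0.734 FPKM (SD, n = 3) in stage 3. Its log2 fold change from stage 2 to stage 3 was -2.53 (standard error 0.33, limma adjusted p = 0.0298), and it was negative in every alternative, from -3.25 to -2.31. Each of the 3 stage 3 libraries, at 2.28, 0.98 and 1.04 FPKM, lay below each stage 2 library, at 17.75, 13.28 and 8.61 FPKM.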

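*Il13* (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702) was listed at 3.16, 10.39 and 6.06 FPKM in the WT stage 2 libraries and at 0, 0 and 0.09 FPKM in the WT stage 3 libraries, a log2 fold change of -2.75 (standard error 0.40, limma adjusted p = 0.0404). *Tgfb3* (ENSMUSG00000021253, chromosome 12, 86056744 to 86079041) was listed at 1.26, 2.12 and 2.00 FPKM in stage 2 and at 0, 0 and 0.06 FPKM in stage 3, a log2 fold change of -1.44 (standard error 0.19, limma adjusted p = 0.0293). Because the stage 3 values lie near 0, the size of both changes rests on the pseudocount, and with 0.01 in place of 1 the log2 fold changes were -8.08 and -6.52. Leaving out 1 library raised the adjusted p to as much as 0.132 for *Il13* and 0.13 for *Tgfb3*.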

Unexpectedly, the transition from stage 2 to stage 3 upregulated all genes encoding chemokine activity (Fig. 4c), suggesting that stage 3 cells may have the ability to recruit other immune cells. 

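Among the 6 chemokine genes of Fig. 4c, 5 had a higher mean in WT stage 3, and 2 of them, *Xcl1* and *Ccl5*, passed an adjusted p of at most 0.05 both over all genes and adjusted over the list alone. *Xcl1* (ENSMUSG00000026573, chromosome 1, 164931644 to 164935527) rose from 11.7 ± 5.59 to 63.9 ± 15.3 FPKM (SD, n = 3 each), a log2 fold change of 2.42 (standard error 0.34, limma adjusted p = 0.0381). *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) rose from 7.39 ± 3.17 to 32.8 ± 8.23 FPKM (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.33, limma adjusted p = 0.0481). Over all genes, none of the 6 kept an adjusted p of at most 0.05 on the TPM scale, in the Ballgown-style model or with the replicate number as a block, where 2 passed the fold and p thresholds, and of the 6 fits without 1 library only that without WT stage 2 replicate 2 kept 1 gene. The adjusted p in those fits rose to 0.132 for *Xcl1* and 0.141 for *Ccl5*. *Cxcl10* (chromosome 5, 92346638 to 92348889) was listed at 0.16, 0 and 0 FPKM in stage 2 and at 1.77, 0.58 and 0.24 FPKM in stage 3 (limma adjusted p = 0.367). *Ccl4* (chromosome 11, 83662584 to 83664683) was listed at 0 in every stage 2 library and at 0, 1.14 and 0.85 FPKM in stage 3. *Cklf* (chromosome 8, 104250861 to 104264938) overlapped between the stages, with 1.69 ± 0.849 and 2.44 ± 1.62 FPKM (SD, n = 3 each; limma adjusted p = 0.789), and its log2 fold change of 0.30 became -0.05 without WT stage 3 replicate 1. *Ccl25* (chromosome 8, 4325210 to 4360020) had 2.02 ± 0.531 FPKM (SD, n = 3) in stage 2 and 1.78 ± 0.441 FPKM (SD, n = 3) in stage 3, a log2 fold change of -0.11 (standard error 0.26, limma adjusted p = 0.866) that became 0.03 without WT stage 2 replicate 2. The 10 chemokine ligand genes of the table include *Cxcl2*, listed at 0 in all 6 WT libraries, and of the 9 tested as a set 6 were higher and 3 lower in stage 3, with a mean log2 fold change of 0.66 (limma camera, adjusted p = 0.00711). That set passed under fry (adjusted p = 0.00577) and with an estimated correlation (adjusted p = 0.0489), and not in the Ballgown-style model (adjusted p = 0.0616), within a range from 0.00132 to 0.0616. From the higher chemokine genes, the paper proposes that stage 3 cells may be able to recruit other immune cells.

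**Figure D2:**
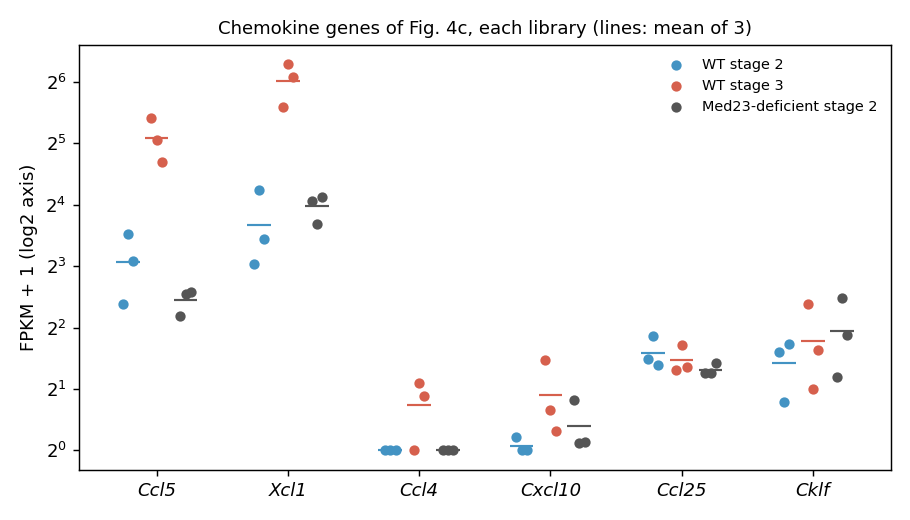
FPKM + 1 of the 6 chemokine genes of Fig. 4c on a log2 axis, with 1 point per library in WT stage 2 (blue), WT stage 3 (red) and *Med23*-deficient stage 2 (grey), 3 libraries each, and a short line at each mean. The stage 3 points of *Ccl5* and *Xcl1* lie above all stage 2 points, and those of *Ccl25* and *Cklf* overlap with them.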

Overall, stage 2 and stage 3 cells likely play different roles in the immune response. In addition to regulating the acquisition of NK cell characteristics, the participation of Med23 in the functional transition remains to be investigated.

### Med23 facilitates function acquisition by iNKT cells

Stage 2 and stage 3 cells exhibited a distinct cytokine bias (Fig. 4b). 

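Over the 11778 genes with a mean FPKM of at least 1, the Pearson correlation of log2(FPKM + 1) between a *Med23*-deficient and a WT stage 2 library lay between 0.888 and 0.913, with a median of 0.901 over 9 pairs. Between libraries of the same group it lay between 0.914 and 0.931, above every *Med23*-deficient and WT stage 2 pair. Pairs of WT stage 2 and WT stage 3 libraries gave 0.874 to 0.894, with a median of 0.888 over 9 pairs, and pairs of *Med23*-deficient and WT stage 3 libraries 0.876 to 0.919, also with a median of 0.888. The highest of the latter, between the 2 libraries numbered replicate 3, exceeded the lowest same-group pair, and the next highest was 0.896. Libraries numbered replicate 3 deviated together from their group means, so that pair does not show a likeness of the cells. These correlations run across genes, which are not independent replicates. In a principal component analysis, component 1 held 25.1% of the variance and set the WT stage 3 libraries (32.58 to 39.04) apart from the WT stage 2 (-24.39 to -18.00) and *Med23*-deficient stage 2 libraries (-23.92 to -1.33). Component 2 held 18.5% and set the *Med23*-deficient libraries (-30.47 to -25.34) apart from the WT stage 2 libraries (11.85 to 35.05).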

Because WT and *Med23*^−/−^ stage 2 iNKT cells exhibited similar global transcriptomes (Supplementary Fig. 8a, b) and Med23 did not impact the main functional subsets in stage 2 cells (Fig. 2g–i), we did not focus any further on the difference in cytokine diversity between WT and *Med23*^−/−^ stage 2 iNKT cells. Instead, we investigated the ability of stage 2 and stage 3 cells to respond to antigens and whether Med23 regulated this process. We first intravenously injected 2 μg of α-GalCer, a specific ligand for iNKT cells, into WT and *Med23*^−/−^ mice. The injection of α-GalCer into WT mice rapidly increased their IL-4 serum titers 4 h after injection and their IFN-γ titers 16 h after injection. *Med23*^−/−^ mice only exhibited slight increases in these titers upon activation by the antigen compared with the WT controls (Fig. 5a), indicating an insensitive response to the antigen.

**Fig. 5:**
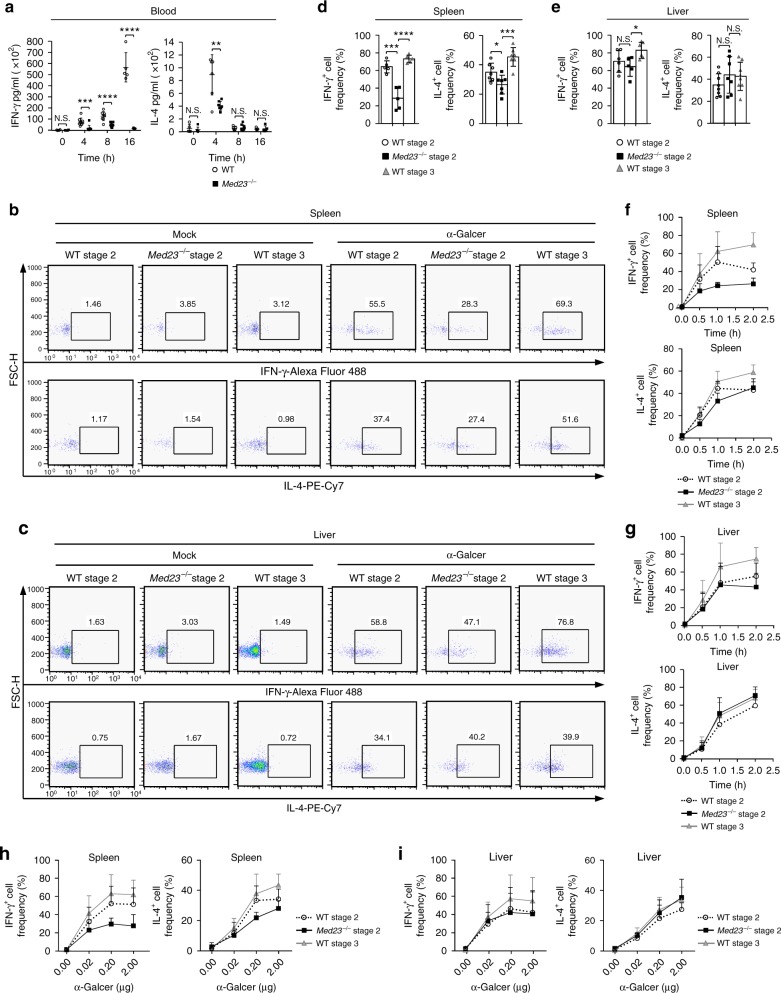
Med23 promotes cytokine secretion by iNKT cells upon their activation. **a** ELISA of IFN-γ and IL-4 titers in the serum of WT and *Med23*^−/−^ mice at various time points (horizontal axis) after α-GalCer administration (IFN-γ, 0 h, *n* = 4; 4 h, *n* = 9; 8 h, WT, *n* = 8, KO, *n* = 9; 16 h, *n* = 5) (IL-4, 0 h, WT, *n* = 5, KO, *n* = 6; 4 h, *n* = 7; 8 h, *n* = 9; 16 h, *n* = 5). **b**, **c** Production of IFN-γ and IL-4 in WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells of the spleen (**b**) and liver (**c**) after in vivo stimulation for 1 h with 2 μg of α-GalCer or mock. **d**, **e** The percentage of IFN-γ^+^ and IL-4^+^ cells among WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells in the spleens (**d**) and livers (**e**) 1 h after the injection of α-GalCer (spleen, IFN-γ^+^ cell frequency, *n* = 5; IL-4^+^ cell frequency, *n* = 7) (liver, IFN-γ^+^ cell frequency, WT Stage 2 and Stage 3, *n* = 6, KO Stage 2, *n* = 5; IL-4^+^ cell frequency, WT Stage 2 and Stage 3, *n* = 8, KO Stage 2, *n* = 7). **f**, **g** IFN-γ and IL-4 production from WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells in the spleens (**f**) and livers (**g**) at various time points (horizontal axis) after the injection of α-GalCer (*n* = 5). **h**, **i** The percentage of IFN-γ^+^ and IL-4^+^ cells in WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells in the spleens (**h**) and livers (**i**) after the injection of α-GalCer at various concentrations (horizontal axis) (0.00 μg, *n* = 6; 0.02 μg, 0.20 μg, and 2.00 μg, *n* = 5). The data are presented as the mean ± s.d. For all panels: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

Subsequently, we examined IFN-γ and IL-4 secretion by stage 2 and stage 3 iNKT cells upon activation in vivo. Because few stage 3 cells were present in *Med23*^−/−^ mice, we analyzed only WT stage 2 and stage 3 cells and *Med23*-deficient stage 2 cells in follow-up studies. iNKT cells in spleens and livers from WT and *Med23*^−/−^ mice increased IFN-γ and IL-4 secretion after α-GalCer stimulation compared to the mock-treated controls (Fig. 5b, c). Splenic WT stage 3 cells produced the highest levels of IFN-γ and IL-4, whereas the cytokine secretion levels of *Med23*-deficient stage 2 cells were even lower than those of WT stage 2 cells upon activation (Fig. 5d). IFN-γ production in the liver followed the same trend (Fig. 5e). Furthermore, we found that splenic and liver WT stage 3 cells produced IFN-γ and IL-4 much faster and were more sensitive than WT stage 2 cells after α-GalCer stimulation. *Med23*^−/−^ stage 2 cells exhibited the weakest production and antigen sensitivity with the exception of IL-4 secretion in the livers (Fig. 5f–i). Thus, the terminal maturation of iNKT cells included functional improvements that were dependent on Med23. Since TCR downmodulation of iNKT cells is gradual and recovers within 24 h after the administration of α-GalCer^47^, we only detected iNKT cells that were activated for less than 2 h in vivo. Csf-2 deficiency has been reported to impair cytokine secretion in iNKT cells upon activation;^48^ thus, we investigated the expression of Csf-2 in WT and *Med23*^−/−^ stage 2 iNKT cells. High expression of Csf2 was observed in *Med23*^−/−^ stage2 cells indicating that Med23 deletion did not impact iNKT cell function by Csf-2 (Supplementary Fig. 8c).

### *Med23*-deficient iNKT cells lose their recruitment capacity

Intriguingly, the RNA-seq data showed that WT stage 3 cells expressed a diverse variety of chemokines compared with WT stage 2 cells (Fig. 4c). We investigated whether the transition from stage 2 to stage 3 improved recruitment capacity and determined the role of Med23. First, we investigated the recruitment capacity of iNKT cells in vivo. WT mice injected intravenously with 2 μg of α-GalCer exhibited a significant accumulation of neutrophils in the liver in the first 2 h after injection, followed by a significant accumulation of B cells and NK cells, although there was a loss of cellularity among monocytes and macrophages. A slight increase in T cell numbers was also detected (Fig. 6a and Supplementary Fig. 9a, b). These results confirmed that iNKT cells were able to recruit diverse immune cells after stimulation.

**Fig. 6:**
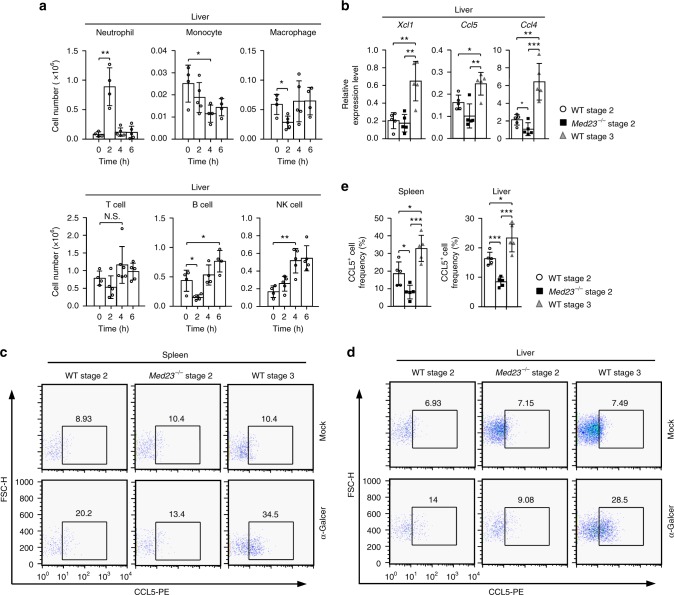
The recruitment capacity of iNKT cells is regulated by Med23. **a** The absolute numbers of neutrophils, monocytes, macrophages, T cells, B cells and NK cells in the livers of eight-week-old WT mice injected with 2 μg of α-GalCer at various time points (neutrophil, 0 h and 2 h, *n* = 4; 4 h and 6 h, *n* = 5) (monocyte, 0 h, 4 h and 6 h, *n* = 4; 2 h, *n* = 5) (macrophage, 0 h and 6 h, *n* = 4; 2 h and 4 h, *n* = 5) (T cell, 0 h, *n* = 4; 2 h and 6 h, *n* = 5; 4 h, *n* = 6) (B cell, 0 h, 4 h and 6 h, *n* = 4; 2 h, *n* = 5) (NK cell, 0 h, *n* = 4; 2 h, 4 h and 6 h, *n* = 5). **b** The transcriptional levels of *Xcl1, Ccl5*, and *Ccl4* in sorted WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells from the liver 1 h after injection of 2 μg of α-GalCer. Gene expression was normalized to *Gapdh* expression (*n* = 5). **c**, **d** Production of CCL5 in WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells of the spleen (**c**) and liver (**d**) 1 h after the injection of 2 μg of α-GalCer or mock. **e** The percentage of CCL5^+^ cells among WT stage 2 and stage 3 cells and *Med23*^−/−^ stage 2 cells in the spleens and livers 1 h after the injection of 2 μg of α-GalCer (*n* = 5). The data are presented as the mean ± s.d. For all panels: *P < 0.05; **P < 0.01; ***P *<* 0.001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

One hour after stimulation with α-GalCer, we sorted the stage 2 and stage 3 cells in WT mice and stage 2 cells in *Med23*^−/−^ mice and examined their chemokine expression levels. WT stage 3 cells had significantly higher expression of *Xcl1*, *Ccl5*, and *Ccl4* than the other cells. However, *Med23*^−/−^ stage 2 cells were unable to maintain the same chemokine expression levels as WT stage 3 cells and exhibited significantly decreased *Ccl4* expression compared with WT stage 2 cells (Fig. 6b). We also measured the production of chemokine ligand 5 (CCL5), which regulates the recruitment of a variety of leukocytes, such as T cells and neutrophils, to sites of inflammation^49^. Splenic and liver WT iNKT cells upregulated CCL5 production after α-GalCer stimulation compared to the mock-treated controls (Fig. 6c, d). *Med23*-deficient splenic and liver stage 2 cells exhibited impaired secretion of CCL5, and WT stage 3 cells exhibited the highest increase in CCL5 production upon activation (Fig. 6e). To determine the role of CCL5 secretion by iNKT cells in cell recruitment, we injected WT mice with a CCL5 antagonist, Met-RANTES, or PBS as a control before α-GalCer administration. After activation of iNKT cells for 2 h, the cell number of neutrophils was significantly increased in the liver in PBS-treated mice. By contrast, Met-RANTES-treated mice exhibited only a modest increase compared with the PBS-treated controls (Supplementary Fig. 10). These results demonstrated that Med23 may partially impact iNKT cell recruitment capacity by regulating their CCL5 secretion. Overall, our data showed that Med23 regulates recruitment capacity, including in the terminal maturation of iNKT cells.

### Med23 ablation impairs anti-tumor iNKT cell function

Considering that the loss of Med23 impaired the functional maturation of iNKT cells, we investigated whether Med23 disrupted their pathophysiological function. WT and *Med23*^−/−^ mice were inoculated with B16F10 melanoma cells and intravenously injected with 2 μg of mock or α-GalCer three times (on days 0, 4, and 8), after which the number of lung metastases was counted. We observed that WT mice that received α-GalCer exhibited a marked resistance to B16F10 cell metastasis to the lungs compared with mock-injected WT mice. Although *Med23*^−/−^ mice displayed a low capacity to prevent B16F10 cell metastasis after α-GalCer administration, the inhibitory effect was obviously decreased compared with that observed in WT mice (Fig. 7a–c). This impaired anti-tumor ability might be attributable to the decreased accumulation of iNKT cells in the lungs and damage to their production of critical anti-tumor factors (IFN-γ and CCL5) after α-GalCer administration (days 0 and 4) (Fig. 7d–g and Supplementary Fig. 1b)^50,51^. Since surface NK1.1 expression is significantly downregulated in iNKT cells 8 h after the administration of α-GalCer and decreased NK1.1 expression has previously been shown to persist for at least half a year^52^, we were unable to recognize stage 2 and stage 3 iNKT cells after administering α-GalCer twice. Instead, we analyzed the frequency of IFN-γ and CCL5 secretion by total iNKT cells.

**Fig. 7:**
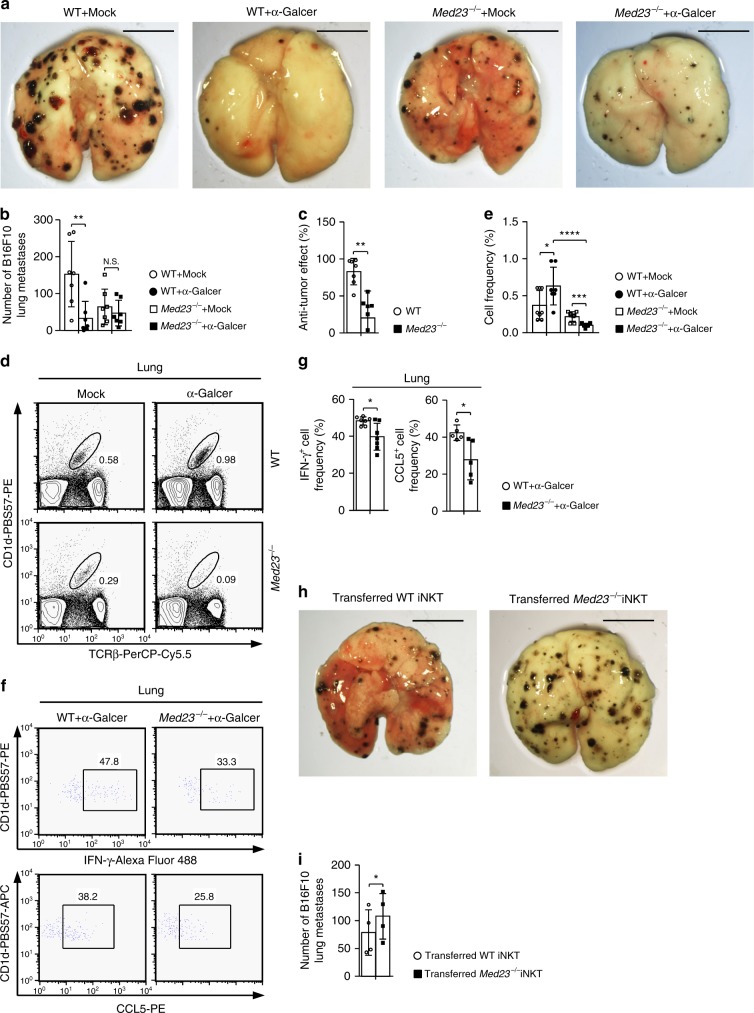
Med23 deficiency impairs the anti-tumor function of iNKT cells. **a**–**c** WT and *Med23*^−/−^ mice were inoculated with 2 × 10^5^ B16F10 cells by i.v. injection. On the same day and again on days 4 and 8, WT and *Med23*^−/−^ mice received 2 μg of α-GalCer or mock by i.v. injection. Fourteen days after tumor inoculation, the lungs were harvested (**a**), B16F10 colonies were counted (**b**) and the anti-tumor effects of α-GalCer were assessed (**c**) (*n* = 7). Scale bar: 0.5 cm. The anti-tumor effect (%) = 1-B16F10 colonies (α-GalCer administration)/B16F10 colonies (mock administration). **d**, **e** Flow cytometry data (**d**) and the percentage (**e**) of iNKT cells in the lungs of WT and *Med23*^−/−^ mice with post-B16F10 inoculation and α-GalCer or mock administration on days 0 and 4 (WT + Mock, KO + Mock and KO + α-GalCer, *n* = 8; WT + α-GalCer, *n* = 7). **f**, **g** After in vitro stimulation with PMA and ionomycin for 2 h, flow cytometric analysis (**f**) was performed, and the percentage (**g**) of IFN-γ^+^ and CCL5^+^ cells among iNKT cells in the lungs of WT and *Med23*^−/−^ mice with post-B16F10 inoculation and α-GalCer administration on days 0 and 4 was determined (IFN-γ^+^ cell frequency, *n* = 7; CCL5^+^ cell frequency, *n* = 5). **h**, **i** *Jα18*^−/−^ mice were inoculated with 2 × 10^5^ B16F10 cells by i.v. injection. On the same day and again on days 4 and 8, the *Jα18*^−/−^ mice received 2 × 10^5^ liver-derived iNKT cells from WT or *Med23*^−/−^ mice by i.v. injection with 2 μg of α-GalCer. Fourteen days after tumor inoculation, the lungs were harvested (**h**), and B16F10 colonies were counted (**i**) (*n* = 4, paired *t*-test). Scale bar: 0.5 cm. The data are presented as the mean ± s.d. For all panels: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s *t*-test; N.S. no significance. All data are representative of or combined from at least three independent experiments

Without α-GalCer injections, *Med23*^−/−^ mice exhibited better anti-tumor effects than did WT controls (Fig. 7a, b), probably due to the hyperactivation of T cells^26^. To exclude the influence of a low T cell activation threshold in *Med23*^−/−^ mice, we transferred purified WT or *Med23*^−/−^ iNKT cells (2 × 10^5^) into *Jα18*^−/−^ mice (iNKT cell-deficient) that had been previously inoculated with B16F10 melanoma cells and injected three times with 2 μg of α-GalCer (days 0, 4, and 8). The mice receiving WT iNKT cells demonstrated a significantly increased ability to prevent B16F10 cell metastasis compared with the mice that received *Med23*^−/−^ iNKT cells (Fig. 7h, i). Together, these data suggest that Med23 deficiency can impair the anti-tumor effects of iNKT cells.

## Discussion

We previously demonstrated that Med23 regulates conventional T cell activation and prevents autoimmunity^26^. Here, we found that Med23 deletion led to a specific block of iNKT cell development from stage 2 to stage 3. This phenotype provided a rare opportunity to investigate the terminal maturation of iNKT cells. The functional assay revealed that loss of Med23 impaired the acquisition of NK cell characteristics and decreased cytokine secretion and the recruitment capacity of iNKT cells. Moreover, Med23 deficiency in iNKT cells resulted in attenuated anti-tumor activity after α-GalCer administration. Collectively, our data suggest that Med23, one of the tail modules of the mediator complex that regulates specific gene transcription, functions as a critical regulator of transcription that controls the development and functional maturation of iNKT cells.

iNKT cells finish a critical self-expansion process in the transition from stage 0 to stage 1. From stage 1 to stage 2, iNKT cells obtain a memory-like CD44^high^ or activated phenotype^53^. However, the process that occurs during the transition from stage 2 to stage 3 is largely unknown, with the exception of the expression of certain NK cell-related markers. Our study summarizes the characteristics of stage 2 and stage 3 cells in WT mice using global transcriptional analysis and functional assays. Stage 3 cells upregulated many NK cell-related markers, produced cytokines faster and were more sensitive than stage 2 cells after stimulation with antigens. Moreover, stage 3 cells gained recruitment capacity by increasing the expression of a diverse number of chemokines. Collectively, our study provides a better understanding of terminal maturation in iNKT cells, highlighting the improved function of stage 3 cells.

T cell development and function are largely dependent on transcription factors^54,55^. Different transcription factors regulate unique physiological processes. The main role of Med23, an important component of the mediator complex, is to regulate gene transcription. Med23 is required specifically for mediator recruitment to a subset of immediate early response genes that are predominantly controlled by the mitogen-activated protein kinase (MAPK) signaling pathway, such as the Egr family of proteins, c-Fos, and c-Jun^21,22^. In our study, the transition from stage 2 to stage 3 reprogrammed the transcriptional regulation profile, highlighting the significance of transcription in this process. Unexpectedly, the expression of many transcription factors related to Med23 were altered during this transition. The expression of AP-1 transcription factors differed between WT stage 2 and stage 3 iNKT cells (Fig. 3c). The roles of AP-1 activity in iNKT cell development have been studied in three genetically manipulated mouse models: BATF-transgenic, Fosl2, and JunB knockout mice. The loss of Fosl2 in iNKT cells significantly increases c-Jun expression and the cellularity and cytokine secretion bias of iNKT cells^56–58^. Correspondingly, the expression of c-Jun, a key component of the AP-1 complex, was significantly downregulated in *Med23*-deficient stage 2 iNKT cells, and the ectopic expression of c-Jun in *Med23*^−/−^ iNKT cells partially restored the stage 2 to stage 3 transition (Fig. 3d–f). Based on these and other published data, Med23 may regulate iNKT cell development from stage 2 to stage 3 by impacting the transcription of specific genes. Whether Med23 controls this final transition through other potential regulators, such as RUNX2 and the FOXO family, remains to be elucidated.

It has been reported that the transition from stage 2 to stage 3 is regulated by many other regulators. Med1 is another subunit of the mediator complex; its deficiency impairs the development of iNKT cells from stage 0 and reduces IL-2Rβ and T-bet expression^34^. *Hobit*^−/−^ iNKT cells, which have a low percentage of the mature population, enhance IFN-γ production after α-GalCer administration^59^. Due to loss of the vitamin D receptor, iNKT cells fail to increase NK1.1 and Ly49C expression but have normal levels of CD122 and NKG2A/C/E expression^60^. IL-15 plays an important role in iNKT cell development and survival^30^. In our study, Med23 deficiency distinct blocked iNKT cell development at stage 2 (Fig. 1d–f) and further impaired the recruitment capacity of iNKT cells (Fig. 6b–e). Taken together, Med23 displays dominance and specificity in the regulation of iNKT cell terminal maturation compared to other regulators.

Decreased numbers and impaired function of iNKT cells are closely connected to poor clinical outcomes in patients with malignant diseases^61,62^. Recently, more researchers have focused on the anti-tumor activity of iNKT cells. iNKT cells are stimulated by α-GalCer, a specific agonist for mouse and human iNKT cells^7,63^. The stimulated iNKT cells then induce cytokine production and subsequently activate other immune cells, such as NK cells, CD8^+^ CTLs, and dendritic cells, against various tumors, such as melanoma, colon, and hematopoietic cancers^8,64,65^. The decreased secretion of IFN-γ and CCL5 in *Med23*-deficient iNKT cells after α-GalCer administration may be one of the main reasons for their impaired anti-tumor ability. These results imply a critical role for stage 3 iNKT cells in tumor therapy and emphasize that Med23 controls the final maturation of iNKT cells, which is closely related to their anti-tumor effects.

Our results support a new paradigm regarding the terminal maturation of iNKT cells. This process not only includes functional subset differentiation and abundant receptor expression correlated with NK cells but also improvement in cytokine secretion and recruitment capacity upon activation. This transition is intimately associated with the role of iNKT cells in disease. In contrast to NK cells, mature iNKT cells possess a distinct antigen that is activated in addition to producing copious levels of several cytokines after stimulation and expressing NK cell markers. Additionally, mature iNKT cells are not the same as conventional T cells, are activated without priming and possess recruitment capacity. These features suggest that Med23 is a key regulator that controls the terminal maturation of iNKT cells and determines their final destiny.

## Methods

### Mice

*Med23*^fl/fl^ mice had been obtained from Professor G. Wang (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences) and backcrossed to a B6 background for at least 10 generations unless otherwise indicated^26^. *Cd4*-*Cre* transgenic mice were obtained from Professor Z. Hua (Nanjing University). *Vav1-Cre* transgenic mice (strain: B6.Cg-*Commd10*^*Tg (Vav1-icre) A2Kio*^/J) and CD45.1 mice (strain: B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ) were purchased from The Jackson Laboratory. *Jα18*^−/−^ mice were originally obtained from Professor L. Bai (University of Science and Technology of China). *Rag2*^−/−^ mice were obtained from the Institute of Development Biology and Molecular Medicine (Fudan University) and maintained on a B6 background. Both male and female mice between 5 and 12 weeks of age were used for all experiments. All mice were maintained under pathogen-free conditions and genotyped by PCR before experimentation. Mice were randomly allocated to experimental groups and processed to ensure the robustness of our conclusions. We were not blinded to the group allocation during experiments and outcome assessment. All animal experiments were conducted according to the National Institutes of Health guidelines and were approved by the Institutional Animal Care and Use Committee of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. The sequences of primers used for genotyping are listed in the Supplementary Table 1.

### Cell culture

The PlatE cell line was obtained from Professor G. Pei (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences) and was originally purchased from Cell Biolabs, Inc. The B16F10 melanoma cell line was obtained from the Cell Bank (Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences). The cells were cultured in a humidified incubator at 37 °C, 5% CO_2_ in DMEM (Gibco) supplemented with 10% FBS (Gibco) and 1% penicillin/streptomycin (Gibco). All cell lines used were tested and shown to be mycoplasma-free.

### Antibodies and reagents

Fluorescently conjugated protein or antibodies used for cell-surface staining and intracellular staining for cytokines and transcription factors are listed in Supplementary Table 2. α-GalCer (KRN7000) was purchased from Enzo. CD1d-PBS57 (conjugated with either PE or allophycocyanin) was obtained from the tetramer facility of the US National Institutes of Health. Collagenase IV used for tissue digestion was purchased from Sigma. Taq Master Mix was purchased from Vazyme Biotech. A mouse IFN-γ ELISA kit and a mouse IL-4 ELISA kit were obtained from BioLegend. PMA and ionomycin were obtained from Merck. Stem cell factor, murine IL-3, and murine IL-6 were obtained from PeproTech. Met-RANTES was purchased from R&D Systems. DAPI was obtained from Cell Signaling Technology.

### Tissue preparation and cell isolation

Single cell thymocyte suspensions were obtained by triturating and filtering through a nylon screen. Splenocytes were prepared by squeezing, followed by red blood cell lysis before filtration. The lungs or livers were perfused with cold PBS before extraction to remove the blood cells. Then, the lungs were cut into pieces and incubated with shaking (200 rpm) at 37 °C for 90 min in RPMI medium (Gibco) containing 5% FBS (Gibco), 160 μg ml^−1^ collagenase IV (Sigma) and 0.2 μg ml^−1^ DNase I (Shanghai Sanjie). The livers were minced and filtered through a cell strainer (40 μM; BD Biosciences). Leukocytes were isolated from the digested tissues or liver cell suspensions by density fractionation using discontinuous 40–70% (vol/vol) Percoll (GE Healthcare) gradients. Bone marrow cells were obtained by flushing the tibias and femurs and then lysing the red blood cells before filtration.

### FACS analysis and cell sorting

For cell surface staining, the cells were distributed in 5 ml polystyrene round-bottom tubes (BD Biosciences) and stained for 40 min at 4 °C with the indicated antibodies^66^. Intracellular staining for cytokines was performed after 10 min of fixation with 2% formaldehyde solution in PBS at room temperature and 5 min of permeabilization in Perm/Wash Buffer (BD Biosciences) at 4 °C. Intracellular staining for transcription factors (PLZF, T-bet and RORγt) was performed using a Foxp3 staining kit (eBioscience) according to the manufacturer’s protocol. Stage 2 or stage 3 iNKT cells from the thymus or liver and total iNKT cells from the liver were sorted by FACS for RNA-seq analysis, relative gene transcription analysis, or adoptive transfers. To obtain stage 2 or stage 3 iNKT cells from the thymus for relative gene transcription analysis, cell suspensions were depleted of CD8^+^ (53–6.7) cells before sorting using biotinylated antibodies (BioLegend, 100704) bound to magnetic streptavidin beads (Life Technologies). Cell fluorescence was performed on a four-laser BD LSRFortessa II or a two-laser BD FACSCalibur, and the acquired data were analyzed with FlowJo software (TreeStar, Inc., Olten, Switzerland). Cell sorting was performed with a BD FACSAria II after surface staining. The sorted cell purity was greater than 95%.

### RNA-seq, library generation and bioinformatics analysis

RNA was extracted, purified and checked for integrity using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, US). Libraries were generated for sequencing using a SMARTer Stranded Total RNA-Seq Kit—Pico Input Mammalian (Illumina). Libraries were sequenced using an Illumina HiSeq X Ten sequencer. After quality filtration and the removal of sequencing adapters with Trimmomatic (version 0.36), the RNA-seq reads were aligned to the mouse genome (mm10) using HISAT2^67^, and only reads hitting no more than 2 genomic loci were used to quantify gene expression with StringTie^68^. A gtf file of mouse genes was downloaded from GENCODE (vM12). Gene expression was normalized to FPKM. The fold change and *p*-value of all detected genes were estimated by Ballgown^69^. Only genes with a fold change ≥ 2 and *p*-value ≤ 0.05 were considered differentially expressed. Gene Ontology biological processes that were enriched based on the differentially regulated genes were identified by DAVID (modified Fisher exact *p*-value < 0.05)^70^. All data are representative of three independent experiments.

### In vivo responses after α-GalCer administration

Mice were injected intravenously with 2 μg of α-GalCer or a mock. At different time points, blood samples were collected from the postcava, and cytokines were detected in the serum. Alternatively, mice were sacrificed, spleens and livers were harvested, single cell suspensions were prepared and the cells were cultured for 2 h with brefeldin A (eBioscience) to inhibit cytokine secretion and then stained with fluorescently-labeled antibodies and analyzed by FACS.

### Met-RANTES treatment

WT mice were treated with 25 μg of Met-RANTES diluted in PBS by i.p. injection. Alternatively, control mice received a similar volume of sterile PBS.

### Quantitative real-time PCR analysis

Total RNA was extracted with TRIzol (Invitrogen) and reverse-transcribed using the SuperScript III First-Strand Synthesis System (Invitrogen). The mRNA levels of the indicated genes were normalized to GAPDH using real-time PCR (Rotor Gene 6000; Corbett Life Sciences). SYBR Green QPCR Master Mix (Toyobo) was used for gene amplification and detection. The sequences of qPCR primers are listed in the Supplementary Table 1.

### Generation of mixed bone marrow chimeras

Recipient *Rag2*^−/−^ mice were subjected to semi-lethal doses of irradiation (6.0 Gy) and received a 1:1 mixture of bone marrow cells (total: 4 × 10^6^ cells) from WT (CD45.1^+^) and *Med23*^−/−^ (CD45.2^+^) mice 8 h later. The mixed bone marrow chimeras were analyzed 8 weeks after transplantation.

### Retroviral production and transduction

Retrovirus was packaged by transfecting the PlatE cell line with pMCs-c-Jun-IRES-GFP and culturing the transfected cells in DMEM (Gibco) containing 10% FBS. The viral supernatants were collected 4 days after transfection. For retroviral transductions, whole bone marrow cells treated with 5-FU (Sigma) were seeded for 24 h in 48-well plates (Corning, Inc.) with IMDM (Gibco) containing 10% FBS, 50 μM 2-mercaptoethanol, 100 IU ml^−1^ penicillin, 100 μg ml^−1^ streptomycin (Gibco), 50 ng ml^−1^ stem cell factor, 10 ng ml^−1^ murine IL-3, 10 ng ml^−1^ murine IL-6 and suspended with retroviral supernatant and 8 μg ml^−1^ polybrene (Sigma). Then, the cells were centrifuged at 1500*g* for 2 h at 32 °C. After the second transfection, the bone marrow cells were injected intravenously into irradiated (8.0 Gy) C57BL/6 mice, and the development of iNKT cells was analyzed 8 weeks later.

### B16F10 lung metastasis model

WT and *Med23*^−/−^ mice received 2 × 10^5^ B16F10 cells by i.v. injection. On the same day and on days 4 and 8, WT and *Med23*^−/−^ mice were injected with 2 μg of α-GalCer or the mock. On day 14 after inoculation, surface lung metastases were counted. Alternatively, on day 8, WT and *Med23*^−/−^ mice were sacrificed, and their lungs were harvested. After isolating the leukocytes from the lungs, the cells were cultured with PMA (50 ng ml^−1^), ionomycin (1 μg ml^−1^) and brefeldin A (1000×) for 2 h before they were stained intracellularly for cytokines.

*Jα18*^−/−^ mice were inoculated with 2 × 10^5^ B16F10 cells by i.v. injection. After 6 h, the mice received 2 × 10^5^ liver-derived iNKT cells from WT or *Med23*^−/−^ mice by i.v. injection accompanied by 2 μg of α-GalCer by i.p. injection on the same day and on days 4 and 8. B16F10 colonies were counted 14 days after tumor inoculation.

### Statistical analyses

Statistical analyses were performed with GraphPad Prism6. All experiments were performed at least three times. Data are expressed as the mean ± s.d. and a two-tailed unpaired Student’s *t*-test was used, unless otherwise indicated, to determine statistical significance. For all experiments: *P < 0.05; **P < 0.001; ***P < 0.0001, ****P *<* 0.0001.

## Electronic supplementary material

Supplementary information

Peer Review File

## Data Availability

The authors declare that the data supporting the findings of this study are available within the article and its supplementary information files or are available from the corresponding author upon request. All sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) under accession number GSE107642.

How the deposited data were processed for this re-analysis (not part of the article)

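RNA from thymic iNKT cells was sequenced in 9 libraries, 3 each of WT stage 2, WT stage 3 and *Med23*-deficient stage 2 cells. According to the paper's methods, the authors made the libraries with a stranded total RNA kit for small inputs, removed adapters and low-quality bases with Trimmomatic 0.36, aligned the reads to mm10 with HISAT2 and quantified GENCODE vM12 genes with StringTie from reads hitting no more than a pair of loci. The values used here are the FPKM that the authors deposited as 1 table of 21883 genes, rounded to 2 decimals, with replicates kept apart. Library labels in the table name the genotype, stage and replicate. The table holds no read counts and its low values are not whole multiples of a read, so the depth of each library is unknown and no interval for counting error can be given. In its place, the number of genes above an FPKM of 0 ranged from 15584 to 17333 per library. For a gene named with its change and listed at 0 in a library of a group, the values of that group are given one by one, and no fold is given against a group that is 0 throughout.

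From these values log2(FPKM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), for WT stage 3 against WT stage 2 and for *Med23*-deficient stage 2 against WT stage 2. Each fit held the 6 libraries compared and the genes with an FPKM above 0 in at least 1 of them, 20689 and 20674 genes. The mean-variance trend inflates the standard errors of the few most abundant non-coding gene models (59.77 and 37.82 for *Gm23935* in these fits), so such models cannot be called, and limma without the trend was run as an alternative. Genes were counted by the thresholds of the paper, a fold change of at least 2 and an unadjusted p of at most 0.05, and by a Benjamini-Hochberg adjusted p of at most 0.05. The median log2 fold change of genes with a mean FPKM of at least 1 was -0.05 in both comparisons, and -0.13 and -0.15 on the TPM scale. Families of immune genes and of histone genes were tested among the genes past the fold and p thresholds with a 2-sided Fisher's exact test, over genes reaching an FPKM of 1 in some library. Gene lists were tested with camera (inter-gene correlation 0.01), with p adjusted over the 4 lists of the WT comparison (NK cell receptors, chemokine ligands, the AP-1 genes of Fig. 3c and cell division genes) and the 6 of the other (histones, chromatin assembly factors, cell division genes, AP-1 genes, NK cell receptors and NKT17 genes). All of these 10 list tests, apart from the AP-1 genes in the *Med23*-deficient comparison, also passed an adjusted p of 0.05 under fry and with an estimated correlation. Marker lists of double-positive thymocytes, B cells, myeloid and erythroid cells and of the sex chromosomes were looked at library by library. Figures and follow-up tests were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

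The tests of each comparison, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The exceptions, chosen afterwards, were the list of replacement histone genes, the 2 alternatives described as added, and most of the tests of explanations. By that rule, genes named in the text are those the paper names or labels in Figs. 3b, 3c, 4b and 4c, those of the gene lists, and for each comparison the 5 largest increases and 5 largest decreases among genes with an adjusted p of at most 0.05, a fold change of at least 2, a mean FPKM of at least 1 and no overlap between the groups. Gene models known only by a Gm number or a name ending in Rik were not named under the rule. They made up 9 of 114 eligible increases and 16 of 115 eligible decreases in the WT comparison, and 1 of 11 and 2 of 25 in the other. The gamma T cell receptor genes and *Xist* are discussed as patterns because of their values, and *Gm23935* because of its share of the totals.

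The alternatives were pseudocounts of 0.1 and 0.01, genes with a mean FPKM of at least 1, the TPM scale, a common upper quartile, quantile normalization, an ordinary linear model with a library-size covariate after Ballgown (called Ballgown-style), limma without a trend, all 9 libraries together, the replicate number as a block, each library left out in turn, fry, an estimated correlation for camera, a background of all detected genes for Fisher's test, and Reactome sets shipped with fgsea 1.28.0. A TPM scale without *Gm23935* and a correction for GC content and transcript length were added after seeing the data. On simulated data with 200 of 21738 genes changed by 2 on the log2 scale, above the threshold of a 2-fold change, 99.5% of the changed genes passed the fold and p thresholds and 78.5% an adjusted p of 0.05, and 8.72% of the genes past the adjusted p were unchanged. The changed genes were drawn only from those with a mean log2(FPKM + 1) of at least 2 in WT stage 2. These shares therefore do not cover genes of lower FPKM. The simulated noise was independent between libraries, unlike that of the replicate 3 libraries. The thresholds without adjustment passed 133 genes when no change was put in, where the adjusted p passed 0. The Gene Ontology terms of the paper and its supplementary figures were not used here. Single-gene results for some genes covered by the naming rule are not reported here.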

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

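The tests in this part were chosen only after the result was seen, apart from that on gamma delta T cells.

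One WT stage 3 library differed from all others in genes of the sex chromosomes. *Xist* was listed at 47.45 FPKM in WT stage 3 replicate 2 and at no more than 0.01 FPKM in the other 8 libraries. All 4 Y-linked genes looked at (*Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d*) were at 0 in that library and at 2.94 FPKM or more in the others. A mislabelled stage 2 library is argued against by its NK cell receptor genes, with a mean log2(FPKM + 1) of 4.09 against 4.04 or more in the other WT stage 3 libraries and at most 1.90 in WT stage 2. The Y-linked values are consistent with a female animal behind that library and males behind the others. Sex as the whole cause of the difference between the stages is argued against by the fit without that library, in which 640 of the 745 genes were still past the fold and p thresholds. An effect of sex on single genes stays open.

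The abundant genes of the gamma T cell receptor locus, which the paper does not discuss, were low in the *Med23*-deficient libraries. *Tcrg-C2* had a log2 fold change of -6.28 between *Med23*-deficient and WT stage 2. Over the constant genes *Tcrg-C1*, *Tcrg-C2* and *Tcrg-C4*, the FPKM lay between 0.00 and 5.47 in the *Med23*-deficient libraries, at 64.59 or more in WT stage 2 and at 40.17 or more in WT stage 3. The median log2 fold change of the 3 genes was -4.99. Their locus, with 14 gene models, spans 19178024 to 19352756 on chromosome 13. Some of the less abundant models overlapped with WT, such as *Trgj1*, listed at 17.75, 0 and 0 FPKM in the *Med23*-deficient libraries against 0.73 to 9.66 FPKM in WT, and *Tcrg-V6*, at 0, 1.21 and 2.37 FPKM against 0.37 to 8.76 FPKM. Gamma delta T cells among the sorted WT cells are argued against by the delta constant gene *Trdc*, with at most 0.38 FPKM in any of the 9 libraries. A loss of NKT17 cells is argued against by the WT stage 3 libraries, where the NKT17 genes were also low while the gamma constant genes had a median log2 fold change of -0.15 against WT stage 2. A change of the whole region is argued against by the 12 other genes within 2 Mb with a mean FPKM of at least 1, whose log2 fold changes had a median of -0.04 and ran from -0.76 to 0.75. After a correction for GC content and transcript length the median of the constant genes was -4.83. The loss of *Med23* and a difference in genetic background at this locus are hypotheses that stay open, and neither was tested.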

How the results depend on the processing

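The TPM scale without *Gm23935* and the correction for GC content and transcript length were chosen after seeing the data, and the tests on replicate 3 were not. Where a value changed, the cause was not tested unless one is given.

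Counts of genes moved most. Between WT stage 3 and WT stage 2, 745 genes passed the fold and p thresholds, against 1423 with a pseudocount of 0.1 and 1452 with 0.01, and other alternatives stayed within 1.5 times. The 346 genes at an adjusted p of 0.05 became 219 on the TPM scale, 5 in the Ballgown-style model and 626 with all 9 libraries in one fit. Leaving out 1 library, which leaves fewer samples, gave from 22 genes (without WT stage 3 replicate 3) to 137 genes (without WT stage 2 replicate 2). Between *Med23*-deficient and WT stage 2, the 437 genes past the fold and p thresholds became 971 with a pseudocount of 0.1, 974 with 0.01 and 699 on the TPM scale without *Gm23935*. The 44 genes at an adjusted p of 0.05 became 77 with a pseudocount of 0.01, 143 among genes with a mean FPKM of at least 1, 28 on the TPM scale, 1 in the Ballgown-style model and 176 with all 9 libraries in one fit. Leaving out 1 library gave from 1 gene (without WT stage 2 replicate 2) to 8 genes (without *Med23*-deficient replicate 3). On the TPM scale without *Gm23935*, 18.2% of the genes called at the adjusted p were higher in the *Med23*-deficient cells, against 31.8% with FPKM as deposited. The Fig. 3b genes past the thresholds rose from 51 to 88 in the Ballgown-style model.

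All 10 list tests kept their direction under each of the 20 alternatives, and 8 kept an adjusted p of at most 0.05 in all of them. The chemokine ligands had an adjusted p of 0.0616 in the Ballgown-style model. The AP-1 genes, higher in *Med23*-deficient than in WT stage 2 cells with an adjusted p of 0.0361, lost the threshold with an estimated correlation (0.332), under fry (0.358), on the TPM scale (0.0913), in the Ballgown-style model (0.18) and on the TPM scale without *Gm23935* (0.0738). With 1 library left out their adjusted p ran from 0.00248 (without WT stage 2 replicate 2) to 0.52 (without *Med23*-deficient replicate 2), and it was 0.171 without WT stage 2 replicate 1 and 0.147 without WT stage 2 replicate 3. That of the chemokine ligands ranged from 0.00132 to 0.0616 over all alternatives. Both Fisher's tests kept their direction except for the histone genes with the Reactome nucleosome assembly set, whose odds ratio was 0, and that set shares 0 genes with the histone list.

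Among 69 results for single genes, 63 kept their direction in every alternative. The log2 fold change of *Med23* between the WT stages, 0.01, became -0.0734 on the TPM scale and -0.0385 on the TPM scale without *Gm23935*, and ran from -0.12 (without WT stage 3 replicate 1) to 0.17 (without WT stage 3 replicate 2). That of *Batf* was 0.56 in the Ballgown-style model and ran from -0.45 (without WT stage 2 replicate 1) to 0.13 (without WT stage 2 replicate 2). Such fits gave -0.0487 (without WT stage 3 replicate 1) to 0.64 for *Cklf*, -0.43 to 0.0370 (without WT stage 2 replicate 1) for *C1qtnf4* and -0.24 to 0.0253 (without WT stage 2 replicate 2) for *Ccl25*. The value of *Il15ra* in *Med23*-deficient cells, -0.03, became 0.0032 and 0.0158 with pseudocounts of 0.1 and 0.01, 0.0026 with a common upper quartile and 0.0394 after the GC and length correction, and ran from -0.21 (without WT stage 2 replicate 2) to 0.25 (without WT stage 2 replicate 1). An adjusted p of at most 0.05 was reached by 35 of the 69 results. Of these, 35 lost it in the Ballgown-style model, 7 kept it whichever library was left out, and 19 kept it in all alternatives other than the Ballgown-style model, the replicate block and the fits without 1 library.

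Whether the replicate numbers pair the WT libraries depends on the genes used. Over genes with a mean FPKM of at least 1, deviations from the group means of same-numbered libraries correlated across genes at 0.03 to 0.08 for replicate 1, 0.00 to 0.04 for replicate 2 and 0.14 to 0.27 for replicate 3, against -0.17 to 0.12 for libraries with different numbers. Among genes with a mean FPKM of at least 10, the correlations of WT stage 2 with WT stage 3 were 0.164, 0.134 and 0.360 for replicates 1, 2 and 3, and those of WT stage 2 with *Med23*-deficient were 0.0289, 0.0139 and 0.331. At that level libraries with different numbers ranged from -0.39 to 0.26. No label says that a number marks a shared animal, day or batch. With the replicate block, 19 genes had an adjusted p of at most 0.05 in the WT comparison and 0 in the *Med23*-deficient comparison, where 1940 had an unadjusted p of at most 0.05. The block changed no call of a gene list, and 29 of the 69 results for single genes passed an adjusted p of 0.05 without the block and not with it. Libraries numbered replicate 3 deviated together. Low depth is argued against because the lowest correlation of that number was 0.33 among genes with a mean FPKM of at least 10. GC content and transcript length are argued against by the genes with a mean FPKM of at least 1. Among these, the lowest correlation was 0.14 before the correction and 0.13 after it. A shared day or batch of replicate 3 could explain the common deviation. It was not tested, since no label gives one, and no biological explanation was tested.

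The 6 libraries of a comparison can be split into groups of 3 in 10 ways, so no result can fall under a share of 0.1. For 14 of 16 results, only 1 of the 10 splits, the real one, gave a result as large. The AP-1 genes were the exception, with 2 of 10 splits as large in the WT comparison and 5 of 10 in the other. Other splits gave 103 to 216 genes by the fold and p thresholds in the WT comparison and 99 to 186 in the other. None gave a gene at an adjusted p of 0.05. For gene lists, other splits could also give a small limma camera p. It ran from 1.47e-12 to 0.955 for the histone list in the *Med23*-deficient comparison. For the NK cell receptor list in the WT comparison it ran from 0.000307 to 0.0447. The Fisher's exact test p of the histone genes was as low as 4.26e-06 in other splits. The size of these p-values therefore cannot be taken at face value. No read counts were used, so what depth limits cannot be given per gene.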

Differences from the paper's values

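Fig. 3b labels about 91 genes, read by eye, and its legend gives a fold change of at least 2 and a p of at most 0.05 for them, where 51 of these genes passed both thresholds in the direction shown. Of the alternatives set before the data were examined, the Ballgown-style model (88 genes) and the pseudocounts of 0.1 and 0.01 (66 genes each) came within 1.5 times of the paper's number. The paper's methods name Ballgown. Genes with a mean FPKM of at least 1 (46), the TPM scale (49), a common upper quartile (52), quantile normalization (51), limma without a trend (51), all 9 libraries in one fit (51), the replicate block (51) and the fits without 1 library (47 to 59) did not. A TPM scale without *Gm23935*, chosen after seeing the values, gave 63 genes and came within that range, while the correction for GC content and transcript length, also chosen after seeing the values, gave 49 and did not. Of the 40 genes not past the thresholds, 37 passed them under another setting, and 3 (*Mcts2*, *Brwd1* and *Atf7*) under none.

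The text places *Tnfsf11* among the genes with higher expression in stage 3 cells, and here its log2 fold change from stage 2 to stage 3 was -2.53, the direction that Fig. 4b shows. The text also states that all genes for chemokine activity rose from stage 2 to stage 3. Here *Ccl25* had a log2 fold change of -0.11, which became 0.03 without WT stage 2 replicate 2 and was negative in every other setting.

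By its legend, Fig. 4b holds genes past the same thresholds, and *Tnfsf14* (log2 fold change 0.59) and *C1qtnf4* (-0.28) passed them under no setting. *Foxo4* and *Runx2*, which the text names as higher in stage 3, had log2 fold changes of 0.48 and 0.97. *Foxo4* passed the thresholds in the Ballgown-style model. *Runx2* passed them in that model, with pseudocounts of 0.1 and 0.01, with a common upper quartile, without WT stage 3 replicate 1, without WT stage 2 replicate 3 and on the TPM scale without *Gm23935*. *Cxcl10*, of Fig. 4c, passed them with pseudocounts of 0.1 and 0.01 and on the TPM scale without *Gm23935*.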

Other observations

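The tests on dividing cells, on the region of chromosome 13 and on genes that changed in both comparisons were chosen only after the result was seen.

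The lower histone genes in *Med23*-deficient than in WT stage 2 libraries were weighed against 4 explanations. A loss of RNA without a poly(A) tail is argued against by 405 small nuclear and nucleolar RNA models, 8.9% of which were lower by at least 2-fold (36 models, median log2 fold change 0.19), against 61.8% of the histone genes. After the correction for GC content and transcript length, the histone list had a limma camera adjusted p of 1.12e-36. A change of the whole stretch of chromosome 13 from the gamma T cell receptor locus to the end of the histone cluster is argued against by 15 other genes there, of which 6.7% (1 gene, *Zfp322a*, singled out after its value was seen) were lower by at least 2-fold, with a median of 0.02. Only 3 of the 15 lie within the histone cluster itself (21715763 to 23934156), *Zfp322a* (-1.08) among them, so a change of that cluster alone stays open for its genes. It would leave out the histone genes on chromosome 3, of which 9 of 10 were lower (median -0.66). Fewer dividing cells is a candidate explanation that stays open. The 8 replacement histone genes, which are made outside DNA replication, had a median log2 fold change of -0.40 (range -0.71 to 0.17), less than the -1.39 of the histone list. The 20 cell division genes were lower in 19 cases, with a mean log2 fold change of -1.29 (limma camera adjusted p = 1.23e-18), and *Mki67* fell from 28.9 ± 6.32 to 3.01 ± 0.985 FPKM (SD, n = 3 each; limma adjusted p = 0.0301). The same list was lower in WT stage 3 than in WT stage 2, in all 20 genes (mean -1.36, limma camera adjusted p = 1.54e-15), and so were 61 histone genes (median -0.83).

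Dividing cells alone may not account for the whole histone difference, and the test of this was not decisive. Set against WT stage 3, where the cell division list did not differ from the *Med23*-deficient libraries (limma camera adjusted p = 0.669), 57 of 69 histone genes were lower in the *Med23*-deficient libraries, with a median of -0.46. The adjusted p of the histone list was 5.33e-10 under camera, 0.0521 under fry and 0.123 with an estimated correlation. The chromatin assembly factors did not differ in that comparison, with 18 genes higher and 16 lower (limma camera adjusted p = 0.775). The mean log2(FPKM + 1) of histone genes was 2.61 to 2.81 in the *Med23*-deficient, 3.02 to 3.55 in the WT stage 3 and 3.80 to 4.35 in the WT stage 2 libraries.

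The changes of the 2 comparisons correlated at 0.47 across 11778 genes, which are not independent replicates. Both comparisons share the WT stage 2 libraries, and 97 of 100 simulations without any difference gave a correlation as high (0.45 to 0.53). Those simulations held no real changes, and no correlation is given for simulations with unrelated changes. The correlation therefore cannot tell a shared change from the shared libraries, and no conclusion is drawn from it. The number of genes past the fold and p thresholds in both comparisons was 191. It was at most 34 in the simulations without any difference and at most 52 (median 36) in simulations with unrelated changes. Of the 191 genes, 131 were lower in both, 45 higher in both and 15 changed in opposite directions. A hypothesis is that *Med23*-deficient stage 2 and WT stage 3 cells share some changes, such as less cell division.

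For the genes that differ between *Med23*-deficient and WT stage 2, a chromosome segment carried along with the *Med23* allele is argued against by the 0.46% of them within 10 Mb of *Med23* (2 genes), against 0.57% of all genes tested (Fisher's exact test, p = 1). After the correction for GC content and transcript length, 479 genes passed the thresholds, against 437. No label gives a sequencing or library batch, so a batch shared by those libraries was not tested. A difference in age could not be tested either. The WT mice are given as 6 weeks old, and no age is given for the *Med23*-deficient libraries. The paper states 5 to 12 weeks for all experiments.

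Genes that the paper measured by quantitative PCR or flow cytometry had the following values between *Med23*-deficient and WT stage 2. *Jun* had a log2 fold change of 0.26 (limma adjusted p = 0.737), *Med1* 0.47 (limma adjusted p = 0.731), *Tsc1* 0.42 (limma adjusted p = 0.657), *Tbx21* 0.43 (limma adjusted p = 0.622) and *Egr2* -0.80 (limma adjusted p = 0.478). *Zbtb7b*, which encodes ThPOK, had 0.48 (limma adjusted p = 0.558), and *Il15ra* -0.03 (limma adjusted p = 0.974). *Csf2* was listed at 0, 0.92 and 1.01 FPKM in the *Med23*-deficient and 0, 0 and 0.97 FPKM in the WT stage 2 libraries. Between the WT stages, *Med23* had a log2 fold change of 0.01 (limma adjusted p = 0.988) and *Zbtb16* -1.85 (limma adjusted p = 0.0122). The paper reports lower c-Jun and higher *Med1* and *Tsc1* in *Med23*-deficient cells by another assay.

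NK cell receptor genes were lower in *Med23*-deficient than in WT stage 2 cells in 15 of 18 cases, with a mean log2 fold change of -1.04 (limma camera adjusted p = 1.18e-08). *Klrb1c* had a log2 fold change of -1.88 (limma adjusted p = 0.21), *Klrd1* -2.08 (limma adjusted p = 0.204) and *Klrk1* -0.97 (limma adjusted p = 0.211), the last with 0, 0.46 and 0.33 FPKM in the *Med23*-deficient and 1.11, 1.56 and 1.69 FPKM in the WT stage 2 libraries. *Klra7* was listed at 0 in all 3 *Med23*-deficient libraries and at 0, 0.33 and 2.3 FPKM in the WT stage 2 libraries. No test was made for stage 3 cells, which have more of these RNAs, among the sorted WT stage 2 cells. NKT17 genes were lower in 11 of 12 cases, with a mean of -1.52 (limma camera adjusted p = 2.23e-11). The AP-1 genes were higher by a mean of 0.20 (limma camera adjusted p = 0.0361), which ranged from 0.00248 to 0.52 over the alternatives.

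Most marker genes of other cells were low, with exceptions among B cell and myeloid genes. Of double-positive thymocyte genes, *Rag1* reached 1.58 FPKM, *Cd8b1* 3.05 FPKM and *Dntt* 1.83 FPKM, while *Themis* (7.60 FPKM) is also used by the cells studied. Of B cell genes, *Cd79a* reached 0.48 FPKM, *Cd79b* 0.50 FPKM and *Cd74* 5.56 FPKM, while *Ighm* ran from 31.19 to 104.14 FPKM and was higher in every *Med23*-deficient library than in any WT library. Of myeloid genes, *Lyz2* reached 1.24 FPKM, *Cst3* ran from 7.46 to 20.18 FPKM, and *Fcer1g* (41.29 FPKM) and *Tyrobp* (5.78 FPKM) were highest in WT stage 3. Of 6 erythroid genes 1 was in the table, *Hbb-bs*, with at most 0.75 FPKM.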
